# Optimized infrared photoactivatable ribonucleoside-enhanced crosslinking and immunoprecipitation (IR-PAR-CLIP) protocol identifies novel IGF2BP3-interacting RNAs in colon cancer cells

**DOI:** 10.1261/rna.079714.123

**Published:** 2023-11

**Authors:** Aleksandra S. Anisimova, G. Elif Karagöz

**Keywords:** IGF2BP3, PAR-CLIP, RNA stability, posttranscriptional regulation

## Abstract

The conserved family of RNA-binding proteins (RBPs), IGF2BPs, plays an essential role in posttranscriptional regulation controlling mRNA stability, localization, and translation. Mammalian cells express three isoforms of IGF2BPs: IGF2BP1-3. IGF2BP3 is highly overexpressed in cancer cells, and its expression correlates with a poor prognosis in various tumors. Therefore, revealing its target RNAs with high specificity in healthy tissues and in cancer cells is of crucial importance. Photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation (PAR-CLIP) identifies the binding sites of RBPs on their target RNAs at nucleotide resolution in a transcriptome-wide manner. Here, we optimized the PAR-CLIP protocol to study RNA targets of endogenous IGF2BP3 in a human colorectal carcinoma cell line. To this end, we first established an immunoprecipitation protocol to obtain highly pure endogenous IGF2BP3–RNA complexes. Second, we modified the protocol to use highly sensitive infrared (IR) fluorescent dyes instead of radioactive probes to visualize IGF2BP3-crosslinked RNAs. We named the modified method “IR-PAR-CLIP.” Third, we compared RNase cleavage conditions and found that sequence preferences of the RNases impact the number of the identified IGF2BP3 targets and introduce a systematic bias in the identified RNA motifs. Fourth, we adapted the single adapter circular ligation approach to increase the efficiency in library preparation. The optimized IR-PAR-CLIP protocol revealed novel RNA targets of IGF2BP3 in a human colorectal carcinoma cell line. We anticipate that our IR-PAR-CLIP approach provides a framework for studies of other RBPs.

## INTRODUCTION

RNA-binding proteins (RBPs) play a crucial role in the posttranscriptional regulation of gene expression. They regulate fundamental steps in the RNA life cycle including RNA splicing, stabilization, subcellular localization, translation, and degradation (Nielsen et al. 1999; Ladd et al. 2001; Fallini et al. 2011; Mizutani et al. 2016). The insulin-like growth factor 2 mRNA-binding proteins (IGF2BPs/IMPs) are a family of RBPs conserved from insects to mammals (Bell et al. 2013). Originally IGF2BPs were identified as posttranscriptional regulators of mRNA encoding for growth factor IGF2 (Nielsen et al. 1999; Zhang et al. 1999). Mammals have three IGF2BP paralogs (IGF2BP1-3), which are oncofetal proteins expressed during early development and in various cancers. Their crucial role in early development was shown in Xenopus (Yaniv et al. 2003), mice (Hansen et al. 2004), and zebrafish (Ren et al. 2020; Vong et al. 2021). Whereas the expression of IGF2BP1/3 decreases in most adult tissues, IGF2BP2 retains its expression and was shown to regulate lipid and glucose metabolism in adults (Hansen et al. 2004; Hammer et al. 2005; Bell et al. 2013; Laggai et al. 2014; Dai et al. 2015; Regué et al. 2019; Lu et al. 2021).

Due to its overexpression in aggressive tumors, IGF2BP3 is currently heavily studied. IGF2BP3 was initially identified as a highly overexpressed gene in pancreatic cancer (Müeller-Pillasch et al. 1997). In addition to pancreatic cancers, IGF2BP3 is highly expressed in various cancers including lung, liver, breast, skin, and colon (Samanta et al. 2013; Zhao et al. 2017; Xu et al. 2019; Hanniford et al. 2020; Huang et al. 2020). Its overexpression is strongly correlated with tumor aggressiveness and poor patient prognosis (Ross et al. 2001; Dimitriadis et al. 2007). IGF2BP3 shuttles between the nucleus and cytosol (Rivera Vargas et al. 2014), yet it is mainly found in the cytosol. It regulates the stability of oncogenic mRNAs *MYC* and *HMGA2* (Jønson et al. 2014; Huang et al. 2018) and controls the protein levels of cyclins D1, D3, and G1 (Rivera Vargas et al. 2014). This regulation was suggested to promote cell proliferation and tumor growth. Moreover, since IGF2BP3 binds to a large number of mRNAs in cells, it is likely that it controls the stability of mRNAs participating in various pathways involved in cellular homeostasis, thereby additionally contributes to tumorigenesis. Therefore, identifying RNAs interacting with IGF2BPs in a transcriptome-wide manner is crucial. IGF2BP paralogs share a high sequence identity in the amino acid level (∼60% among three paralogs). The sequence identity reaches 73% between IGF2BP1 and IGF2BP3 paralogs. Currently, the functional differences in IGF2BP paralogs remain largely uncovered.

Genome-wide crosslinking and immunoprecipitation (CLIP) methods have been instrumental in identifying the RNA targets of various RBPs. CLIP methods rely on in vivo photo-crosslinking of proteins to RNAs in cells followed by the immunoprecipitation of RBPs of interest to identify RNAs directly interacting with those RBPs (Lee and Ule 2018; Hafner et al. 2021). Over the years, several variations of CLIP methods have been introduced to increase the stringency, efficiency, and resolution of those approaches. The high-throughput sequencing of RNA isolated by crosslinking immunoprecipitation (HITS-CLIP) for the first time implemented the use of deep sequencing in the CLIP approaches allowing for genome-wide identification of RBP-binding sites in RNAs (Licatalosi et al. 2008). To increase the resolution in identifying RBP-binding sites in RNAs, alternative CLIP strategies were developed enabling precise mapping of the RBP-binding sites in their target RNAs at nucleotide resolution. The photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation (PAR-CLIP) relies on identifying the mutations introduced by the reverse transcriptase at the crosslink sites. In contrast, the individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP) leverages the termination of reverse transcription at the peptide–RNA crosslink sites (König et al. 2010).

PAR-CLIP methods revealed a large overlap of RNA targets of IGF2BP paralogs in human embryonic kidney (HEK) 293 cells (Hafner et al. 2010). In human pluripotent stem cells, a modified version of iCLIP, with improved library preparation, referred to as enhanced CLIP (eCLIP) (Van Nostrand et al. 2016), showed that while IGF2BP1 and IGF2BP2 were bound to a highly similar group of RNAs, IGF2BP3 displayed a binding preference that was distinct from the other paralogs (Conway et al. 2016). These results indicated that the paralogs play both redundant and distinct functions during early development and in different tissues. However, systematic characterization of RNA binding of the IGF2BP paralogs across cell types and tissues remains largely unexplored.

In recent years, significant improvements were made in the multistep CLIP methods, and several modifications were made to the protocols to overcome various challenges during the library preparation (Lee and Ule 2018; Hafner et al. 2021). Due to low input amounts, originally radioisotopes were used in these methods to visualize the RNA. Currently, the 3′ adapter conjugated to the fluorescent or infrared (IR) dye is being used to avoid radioactivity making these methods more accessible (Zarnegar et al. 2016; Kaczynski et al. 2019; Anastasakis et al. 2021). The low RNA input amounts represent a major challenge for the CLIP methods. To overcome this, increasing the efficiency of the library construction has been crucial. In addition to the low RNA input, the inefficient readthrough of the oligopeptide crosslink sites by the reverse transcriptase presents another challenge. The use of highly processive reverse transcriptases was shown to increase the efficiency of the library preparation and to produce libraries with higher complexity (Zarnegar et al. 2016; Van Nostrand et al. 2017). As the major goal of the CLIP methods is the identification of the RBP-binding sites with high precision, the interpretation of the results is highly influenced by the sequence bias introduced during small RNA library preparation. One of the sources of the sequence bias is the ligation of the adapters (Hafner et al. 2011). The single adapter strategy combined with circular ligation and the addition of the short random sequences to the 5′ ends of the adapter were shown to be effective in reducing sequence bias at this step in iCLIP (König et al. 2010), miRNA (Hafner et al. 2011; Barberán-Soler et al. 2018), and ribosome profiling (Lecanda et al. 2016) libraries. Another source of sequence bias in CLIP experiments is the selection of RNase treatment conditions to obtain short RNA sequences to precisely map the RBP-binding sites (Kishore et al. 2011). Importantly, different RNases were shown to produce very distinct read coverage profiles in ribosome profiling experiments, which rely on the mapping of short RNase-digested footprints similar to the CLIP methods (Gerashchenko and Gladyshev 2017). Therefore, the RNase selection and treatment conditions have to be carefully assessed and optimized.

To date, PAR-CLIP approaches have been instrumental in identifying RNAs interacting with several important RBPs in the cell (Hafner et al. 2010; Ascano et al. 2012; Gregersen et al. 2014). The PAR-CLIP relies on the incorporation of photoactivatable modified nucleoside analogs (4-thiouridine [4sU] or 6-thioguanine [6SG]) into cellular RNAs. Under UV light (365 nm) photoactivatable nucleoside analogs, 4sU being the most commonly used, covalently crosslink with the interacting proteins. The 4sU incorporation leads to 100- to 1000-fold increased crosslinking efficiency compared to the UV crosslinking at 254 nm. The protein–RNA complexes are then immunoprecipitated in combination with the two-step RNase treatment: in-lysate and on-beads RNase to shorten the RNA fragments, and the protein is digested with proteinase K to remove the polypeptide. The peptide remnants of the protein at the crosslink site result in the T to C transitions in the final sequencing library allowing identification of the RBP-binding sites with single-nucleotide resolution (Hafner et al. 2010). Here, we describe a modified PAR-CLIP protocol optimized for immunoprecipitation of the endogenous human IGF2BP3 in colon carcinoma cell lines. Our modified PAR-CLIP strategy uses the IR-labeled 3′ adapter and circular ligation to increase the accessibility of the method and to decrease bias in library preparation. Importantly, by comparing the IGF2BP3-target transcripts identified in samples treated with different RNases, we revealed that RNase selection is crucial for both the identification of certain targets and the prediction of the RBP-binding sites. We anticipate that our modified PAR-CLIP protocol can be utilized for characterizing IGF2BP3 targets as well as studying other RBPs in various tissues and cancer cells.

## RESULTS

### Overview of the infrared PAR-CLIP protocol

In this work, we present a modified version of the PAR-CLIP protocol (Hafner et al. 2010; Danan et al. 2016). We optimized three crucial aspects in the protocol: (i) the immunoprecipitation (IP) of the endogenous protein (on the example of IGF2BP3), (ii) RNase treatment conditions to reduce sequence bias, and (iii) increasing the safety and efficiency of the protocol.

Our IR-PAR-CLIP protocol mainly follows earlier established protocols with several modifications (Fig. 1). To allow efficient crosslinking, photoactivatable modified nucleoside 4sU is added to cell culture media 15 h prior to collection, to allow for incorporation into the cellular RNAs (Fig. 1A). Cells are exposed to 365 nm UV light to crosslink the 4sU-containing RNAs with interacting proteins (Fig. 1B), collected and lysed (Fig. 1C). Clarified cell lysate is treated with RNase for initial fragmentation of the RNAs. At this step RNase treatment facilitates the IP of the protein of interest and reduces the contamination from other RBPs interacting with the same mRNA (Fig. 1D). For the IP of the endogenous protein, here we used an anti-IGF2BP3 antibody coupled to protein G magnetic beads. Following the IP, a second RNase treatment is performed while the crosslinked protein–RNA complexes are still coupled to the beads. This treatment further shortens the RNA footprints to map the RBP-binding sites with high resolution. As both RNase I and RNase T1 used in this work leave a 2′,3′-cyclic phosphate, the crosslinked RNA footprints have to be dephosphorylated to allow 3′ adapter ligation (Fig. 1E). Next, the preadenylated IR-dye-conjugated DNA adapter is ligated to the RNA fragments (Fig. 1F; Supplemental Fig. 1A). The IR-dye allows visualization of ligated fragments at attomolar amounts (Zarnegar et al. 2016) and the random sequence at the 5′ end of the adapter helps to reduce the ligation bias (König et al. 2010; McGlincy and Ingolia 2017). The protein–RNA-adapter complexes are then eluted from the beads and resolved on SDS–PAGE which is visualized at a near-infrared light imager (here, LI-COR Odyssey CLx). The protein–RNA-adapter complexes are size selected on a gel (Supplemental Fig. 1B), extracted from the gel fragments, and treated with proteinase K to digest the crosslinked protein leaving the small peptide remnant. The peptide–RNA-adapter complexes are then size-selected on a denaturing RNA gel. The efficiency of RNase treatment can be already estimated during size selection (Fig. 1G; Supplemental Fig. 1C). Next, the purified peptide–RNA-adapter complexes are reverse transcribed with the primer containing flexible hexa-ethyleneglycol spacer. It allows efficient circular ligation and prevents the rolling-circle amplification during final library amplification (Ingolia 2010; McGlincy and Ingolia 2017). The cDNA is separated from the unreacted primer and no-insert products on a denaturing gel (Fig. 1H; Supplemental Fig. 1D) and ligated in a circular ligation reaction. The cDNA library circles are then amplified and indexed in a library construction PCR and separated from the excess of the primer on a gel (Fig. 1I; Supplemental Fig. 1E). The detailed step-by-step protocol is attached as Supplemental Material, the library schema is shown in Supplemental Figure 1A, and the most crucial optimization steps including the effect of RNase treatment on RBP targets identification are described below.

**FIGURE 1.**
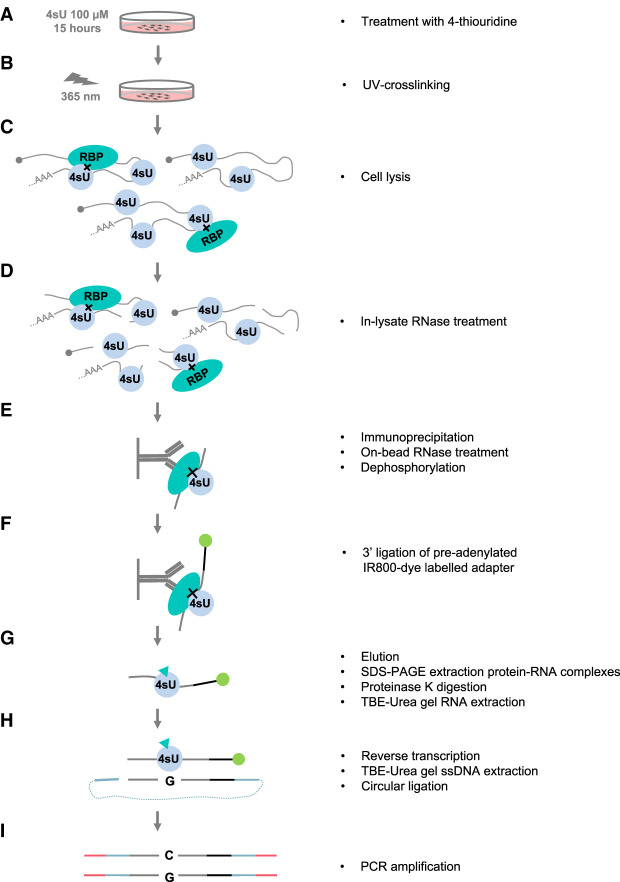
Schematic of the infrared PAR-CLIP. (*A*) Mammalian cells are treated with 100 µM 4sU for 15 h to achieve maximum 4sU incorporation into RNA. (*B*) Exposure to 365 nm UV light crosslinks RNA to interacting proteins. (*C*) Cells are lysed and (*D*) the lysate is treated with RNase to make proteins more accessible for immunoprecipitation. (*E*) Protein of interest is immobilized on the magnetic beads via immunoprecipitation. The RNA–protein complexes are treated with RNase to obtain short RNA fragments to map the protein binding site with high resolution. RNA fragments are dephosphorylated for the subsequent DNA-adapter ligation. (*F*) 3′ Ligation of the preadenylated DNA adapter. For the visualization of the RNA–protein complexes, the IR800CW dye is azide-conjugated to the 3′end of the adapter. (*G*) The RNA–protein complexes are eluted from the beads, resolved on the SDS–PAGE, and visualized in the infrared channel. The RNA–protein complexes are eluted from the gel and the protein is digested with the proteinase K. RNA fragments are recovered with acidic phenol and size selected on the TBE-Urea gel. (*H*) RNA fragment is reverse transcribed from the primer complementary to the adapter sequence. The resulting ssDNA is purified on the TBE-Urea gel and circularized in a circular ligation reaction. (*I*) The library is amplified in PCR reaction introducing Illumina barcode and adapter sequences. The library schema is shown in detail in Supplemental Figure 1A.

### Optimization of the immunoprecipitation of the endogenous IGF2BP3

The CLIP methods rely on immunoprecipitation of the protein of interest for the isolation of specific RBP–RNA complexes from cells. For higher efficiency and obtaining cleaner IPs, tagging the protein of interest has been a common strategy. The addition of a tag to the protein of interest can affect protein levels and function, and the selection of the tag and its position in the protein sequence may require optimization. The availability of IP-compatible antibodies recognizing the protein of interest allows the characterization of the protein in various cell types at its endogenous levels and without manipulating its native structure. Earlier studies indicated that tagging IGF2BP3 might impact its association with polysomes and was suggested to impact its function (Bell et al. 2013). To be able to map the interaction of endogenous IGF2BP3 with its targets in mammalian cells, we characterized the IP-compatible antibody from Proteintech (14642-1-AP). As the PAR-CLIP approaches involve the purification of the crosslinked RBP–RNA complexes from gels, the purity of the IP samples is highly crucial. We performed the IPs in the presence of high salt for stringency. The colloidal Coomassie staining of the SDS–PAGE gel of the IP eluates revealed that Proteintech anti-IGF2BP3 antibody showed a single major band corresponding to the size of IGF2BP3 (Fig. 2A). It is advisable to visualize the gels with highly sensitive protein staining approaches in addition to western blotting to assess the purity of the eluates for PAR-CLIP experiments.

**FIGURE 2.**
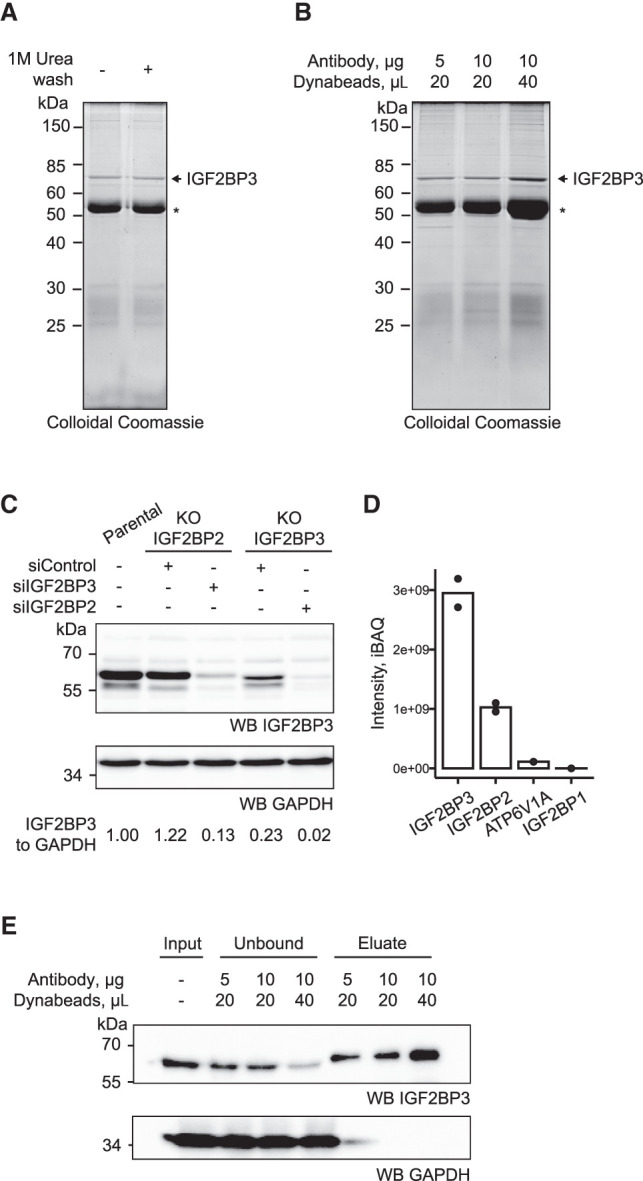
Optimization of immunoprecipitation of endogenous IGF2BP3. (*A*,*B*) Eluates from the immunoprecipitation reactions of IGF2BP3 from 25 mln HCT116 cells (∼2.5 mg of total protein) with Proteintech (14642-1-AP) anti-IGF2BP3 antibody coupled to protein G Dynabeads at indicated amounts resolved on SDS–PAGE and stained with a Colloidal Coomassie. * IgG heavy chain. (*C*) Western blot of the IGF2BP2 and IGF2BP3 CRISPR–Cas9 knockout HCT116 treated with the siRNA against IGF2BP3 and IGF2BP2, respectively, to deplete the remaining paralog. (*D*) Mass spectrometry intensities in the eluate of the immunoprecipitation of IGF2BP3 with Proteintech (14642-1-AP) anti-IGF2BP3 antibody. (*E*) Western blot of the IP described in (*B*). The input, unbound fraction, and eluates were loaded at a 1:1:1 ratio.

When isolating the endogenous protein, the specificity of the antibody has to be tested to ensure that it does not recognize other proteins with similar molecular weights. One of the most important challenges of the PAR-CLIP experiments for endogenous IGF2BP3 is the high sequence conservation between IGF2BP paralogs. Therefore, the cross-reactivity of the polyclonal antibody has to be considered. We used the HCT116 colorectal carcinoma cell line that has low levels of IGF2BP1, but high IGF2BP2 expression (Mongroo et al. 2011; Nusinow et al. 2020; Lu et al. 2021). To test whether the anti-IGF2BP3 antibody recognizes IGF2BP2, we analyzed HCT116 CRISPR–Cas9 knockouts of IGF2BP2 and IGF2BP3. By using siRNA depletion of IGF2BP2 in IGF2BP3 KO HCT116 cells, we found that the Proteintech anti-IGF2BP3 antibody partially recognizes IGF2BP2 resulting in ∼20% contamination which has to be considered when interpreting the data (Fig. 2C). We corroborated these results by performing mass spectrometry analyses following IP of IGF2BP3 using the Proteintech antibody (Fig. 2D; Supplemental Table 1). As IGF2BP paralogs form RNA-bridged complexes, we performed the RNase treatment prior to the IPs and applied extensive high salt washes similar to our PAR-CLIP experiments. The peptide intensity of the next most abundant contaminant ATP6V1A protein [catalytic subunit of the V1 complex of vacuolar(H+)-ATPase] was more than 100 times lower than that of IGF2BP3 and, as the protein has no known RNA-binding activity, it should not crosslink to RNA.

Isolating most of the protein from cell lysates is crucial as the unbound portion of the protein might be present in complexes that are not as accessible to IP, and an incomplete IP might affect the interpretation of the data. For the IP experiments, we coupled the antibody to magnetic beads (Dynabeads, Thermo Fisher). We tested the ratio of Dynabeads to antibody to identify conditions that capture the highest amount of IGF2BP3 from cell lysates (Fig. 2B,E). Using 4 µg antibody for 16 µL of Dynabeads per 1 mg of total protein within the lysate resulted in ∼75% depletion of the protein and was selected for further experiments (Fig. 2B,E). Based on these results, we decided to use Proteintech anti-IGF2BP3 antibody for our subsequent experiments.

### The infrared labeled 3′ adapter provides a robust and sensitive alternative to radioactive labeling

Traditionally, radioactive isotopes have been used to visualize crosslinked protein–RNA complexes and RNA fragments at various steps of CLIP protocols. The use of radioactive isotopes presents challenges in the widespread application of the method. They represent a health hazard and require a high safety level laboratory space. Moreover, radioactive isotopes decay causing a variation of the signal across experiments. To overcome these challenges, we used an infrared dye labeling strategy for PAR-CLIP experiments. We used IR800CW (LI-COR) as it provides high sensitivity with low fluorescence background. A similar strategy has been successfully implemented in other CLIP methods (Zarnegar et al. 2016; Kaczynski et al. 2019). In our protocol, we used the 5′ preadenylated 3′ DNA adapter labeled at the 3′ end with an azide-conjugated infrared dye. 5′ adenylation of the adapter and blocking of the 3′ end of the sequence with the azide-conjugated dye ensures the single direction of ligation (Fig. 3A; Supplemental Fig. 1A). The described 3′ adapter contains the following features: (i) Illumina adapter sequence, (ii) 5-nt unique molecular identifier (UMI) that is used to remove the PCR duplicates during analysis, and (iii) 5-nt index sequence. Adapter-ligated RNAs containing different index sequences can be pooled together before the reverse transcription reaction (König et al. 2010).

**FIGURE 3.**
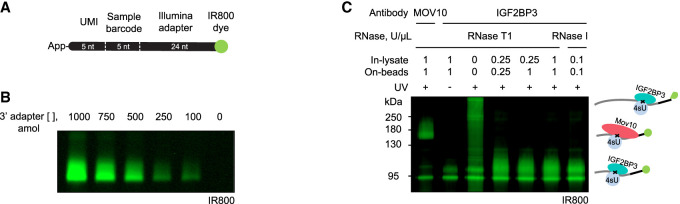
Infrared adapter ligation allows visualization of RNA–protein complexes with high sensitivity. (*A*) Schematic of the DNA adapter. The preadenylated DNA adapter contains the UMI, sample barcode, and Illumina adapter sequence. The IR800CW dye is azide-conjugated to the 3′end of the adapter. (*B*) The infrared adapter can be detected at the TBE-Urea gel starting from 100 attomoles (∼1 pg DNA). (*C*) SDS–PAGE of the RNA–protein complexes after infrared adapter ligation. Immunoprecipitation of endogenous MOV10 (114 kDa) or IGF2BP3 (64 kDa) proteins was done in 4sU-crosslinked lysates. The control without crosslinking shows a gel background. The crosslinked RNA-adapter fragments add ∼30–50 kDa to the apparent molecular weight of the protein depending on the RNase treatment conditions.

The infrared detection of the IR800CW dye displayed high sensitivity, as 100 attomoles of the adapter visualized on the gel displayed sufficient signal intensity for detection (Fig. 3B). The SDS–PAGE of crosslinked protein–RNA-adapter complexes showed little background and displayed distinct bands for the two proteins we tested based on their different molecular weights (MOV10 [114 kDa] and IGF2BP3 [64 kDa]). The crosslinked RNA-adapter fragments add ∼30–50 kDa to the apparent molecular weight of the protein depending on the size of the RNA conjugate at different RNase treatment conditions. The appearance of RNase-sensitive high molecular weight products confirmed that the observed complexes result from the adapter-crosslinked RNA footprints (Fig. 3C). Additionally, those gels allowed us to estimate the efficiency of RNase cleavage and the yield of the isolated complexes. Altogether, we established a modified IR-PAR-CLIP protocol that allowed us to visualize crosslinked RNA–protein conjugates with high sensitivity.

### RNase treatment impacts the identification of IGF2BP3-binding sites and mRNA targets

In the PAR-CLIP method, RBP–RNA complexes are subjected to RNA fragmentation by RNase treatment at two distinct steps: (i) RNase treatment of the lysate to decrease copurification of additional RBPs in RNA-bridged RNP complexes and (ii) RNase treatment on beads to allow for size selection. To fragment the crosslinked RNAs in CLIP experiments, RNase I and RNase T1 are most commonly used. The sequence preferences of RNases and differences in digestion efficiency can introduce a bias into the PAR-CLIP data and affect conclusions. While RNase I has a low sequence preference, RNase T1 preferentially digests after guanosines and can therefore introduce a stronger bias (Kishore et al. 2011; Gerashchenko and Gladyshev 2017). Interestingly, although PAR-CLIP produces short reads that are more prone to be affected by the RNase sequence preferences, most PAR-CLIP protocols use RNase T1 (Hafner et al. 2010; Friedersdorf and Keene 2014; Danan et al. 2016), while RNase I is more commonly used in iCLIP and eCLIP protocols (König et al. 2010; Conway et al. 2016; Van Nostrand et al. 2016; Buchbender et al. 2020)

To systematically address the effect of RNase cleavage on the results of IGF3BP3 PAR-CLIP, we tested RNase T1 and RNase I at several concentrations. 

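The libraries were made from HCT116 cells, a human colorectal carcinoma line, labeled with 100 µM 4-thiouridine for 15 h and crosslinked with UV light at 365 nm. A crosslinked 4-thiouridine is read as C in place of T after reverse transcription, so that T-to-C conversions mark the nucleotides in contact with the protein. There were 6 libraries, 1 per condition and none with a replicate, and the concentrations are given as in-lysate/on-beads. IGF2BP3 was precipitated after RNase I at 0.05/0.05, 0.1/0.025 or 0.05/0.025 U/µL and after RNase T1 at 1/1 or 0.25/0.25 U/µL, and a control IgG was used after RNase I at 0.1/0.025 U/µL. In the methods paragraph on gel extraction the in-lysate concentration of the RNase I 0.1/0.025 U/µL library is written as 0.01 U/µL, whereas the results and Fig. 4 give 0.1 U/µL, which is used here. The RNA of the RNase I 0.05/0.05 and RNase T1 1/1 U/µL libraries was recovered by electroelution and that of the other IGF2BP3 libraries from crushed gel, so that between either of the first 2 libraries and the others of its enzyme the gel extraction and the RNase concentration cannot be told apart.
The authors trimmed and deduplicated the reads by their unique molecular identifiers, kept reads of 18 to 45 nt, aligned them to GRCh38 with up to 3 mismatches and called clusters with PARalyzer in each library separately. For each cluster the deposited data give its position, sequence, read count and number of T-to-C conversion events. The clusters held 2362467 reads with RNase I 0.05/0.05, 803490 with RNase I 0.1/0.025, 670712 with RNase I 0.05/0.025, 1157194 with RNase T1 1/1, 182448 with RNase T1 0.25/0.25 and 324 with IgG. These sums cover only reads within clusters and are not the library sizes of Fig. 4B. Each of the 244645 cluster sequences was identical to the GRCh38 sequence at its position. Clusters were assigned to a gene when they overlapped an exon of GENCODE release 44 on the same strand by at least 1 nt. Following the Methods, a gene was counted as a target when at least 1 of its clusters had more than 10 CPM, here relative to the sum of the cluster reads, and more than 0.5 T-to-C conversion events per read. The denominator of the CPM, the reading of the conversion criterion and the gene assignment are the choices that could change the numbers. Without replicates no test between single conditions was possible. The 3 RNase I and the 2 RNase T1 libraries, which differ in concentration, were not tested as groups. The 95% Wilson intervals cover counting error only.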

In all of the libraries, the reads preferentially mapped to the 3′UTR regions in agreement with known IGF2BP3-binding preferences in cancer cells (Fig. 4A; Hafner et al. 2010; Palanichamy et al. 2016; Huang et al. 2018) and the IGF2BP3 libraries contained on average 2000 times more crosslinked read clusters compared to the IgG control sample (Fig. 4B,C). 

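In the 5 IGF2BP3 libraries, between 73.0% and 76.7% of the cluster reads lay in clusters that overlapped an annotated 3′UTR, and between 6.25% and 10.4% in clusters assigned to the coding sequence. Relative to the annotated length, 3′UTRs had 14.4 to 15.1 CPM per kb, coding sequences 1.74 to 2.90 and 5′UTRs 0.170 to 0.277. When clusters overlapping both features were assigned to the coding sequence first, 3′UTRs had 11.5 to 14.2 CPM per kb and coding sequences 3.16 to 7.17. The contrast was then smallest with RNase I 0.05/0.05 U/µL, at 11.5 and 7.17. In this order the share of reads in 3′UTRs moved most in the RNase I 0.05/0.05 library, from 73.8% to 58.5%. It remained the largest share in each IGF2BP3 library. In the IgG library the share was 20.1% (65 of 324 reads), and 9 of the 25 IgG clusters overlapped a 3′UTR (36.0%, 95% Wilson interval 20.2% to 55.5%). The largest share of the IgG reads, 56.5%, lay in clusters outside annotated genes. The IGF2BP3 libraries had 48924 clusters on average, 1957 times the number in the IgG library. With only the clusters of more than 10 CPM the ratio was 829, a fall set by construction, as in the IgG library 10 CPM corresponds to less than 1 read and each cluster passes. As the ratio rests on 25 clusters in a single control library, its precision is limited by that count.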

In PAR-CLIP, two RNase treatment steps are usually performed: first treatment in the lysate intended to partially digest the RNA, facilitate the IP and reduce the co-IP of other RBPs bound to the same mRNA and the second treatment after the IP to shorten the RNA footprints for better identification of the binding motifs. For RNase I, we tested the in-lysate concentrations of 0.05 and 0.1 U/µL with a constant on-beads concentration of 0.025 U/µL and the on-beads concentrations of 0.05 and 0.025 U/µL with a constant in-lysate concentration of 0.05 U/µL. In this concentration range, we observed that the increase of the RNase concentration both in-lysate and on-beads improved the yield of the unique reads and the number of identified clusters (Fig. 4B,C) while the lower RNase concentrations only slightly increased the lengths of the aligned deduplicated reads (Fig. 4D). Similarly, the combination of RNase T1 concentrations of 1 U/µL in-lysate and on-beads resulted in higher numbers of the aligned reads and identified clusters than 0.25 U/µL (Fig. 4B–D). 

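The RNase I 0.05/0.05 U/µL library had 90999 clusters, the 0.1/0.025 U/µL library 43385 and the 0.05/0.025 U/µL library 36795. Raising the on-beads concentration from 0.025 to 0.05 U/µL at 0.05 U/µL in the lysate went with 2.47 times more clusters and 3.52 times more cluster reads, and these libraries also differed in gel extraction. Raising the in-lysate concentration from 0.05 to 0.1 U/µL at 0.025 U/µL on the beads, with the same gel extraction, went with 1.18 times more clusters and 1.20 times more cluster reads. The clusters covered 6688466, 2940328 and 2467298 nt, with a mean of 0.353, 0.273 and 0.272 reads per covered nucleotide, in the same order. With at least 5 reads asked of a cluster the order of the 3 libraries was the same, at 85594, 40571 and 34412 clusters. It reversed under the CPM criterion, which asks for more reads in a larger library, here 23.6, 8.03 and 6.71. Of clusters with more than 10 CPM there were 18211 with RNase I 0.05/0.05, 21168 with 0.1/0.025 and 24111 with 0.05/0.025 U/µL. Cluster lengths changed little, with medians of 54, 53 and 52 nt and upper quartiles of 82, 77 and 77 nt. The lengths of single reads (Fig. 4D) were not analysed here.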

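With RNase T1 at 1/1 U/µL there were 59873 clusters and at 0.25/0.25 U/µL 13568, a ratio of 4.41. The ratio of the cluster reads was 6.34. The clusters covered 2295812 nt at a mean of 0.504 reads per nucleotide in the first library and 590283 nt at 0.309 in the second. The median cluster length was 33 nt (quartiles 26 and 44 nt) at the higher and 37 nt (quartiles 29 and 50 nt) at the lower concentration. Among clusters of more than 10 CPM the numbers were 26543 and 13568. In the RNase T1 0.25/0.25 U/µL library 10 CPM corresponded to 1.82 reads, fewer than the 2 reads of its smallest cluster, so that each of its clusters passed. The 2 RNase T1 libraries also differed in gel extraction.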

The efficiency of RNase treatment depends on multiple parameters including cell type, the nature of interactions between the protein of interest and its targets, and the concentration of this protein in the cells. Therefore, optimization of the RNase treatment for a particular experiment may be required.

**FIGURE 4.**
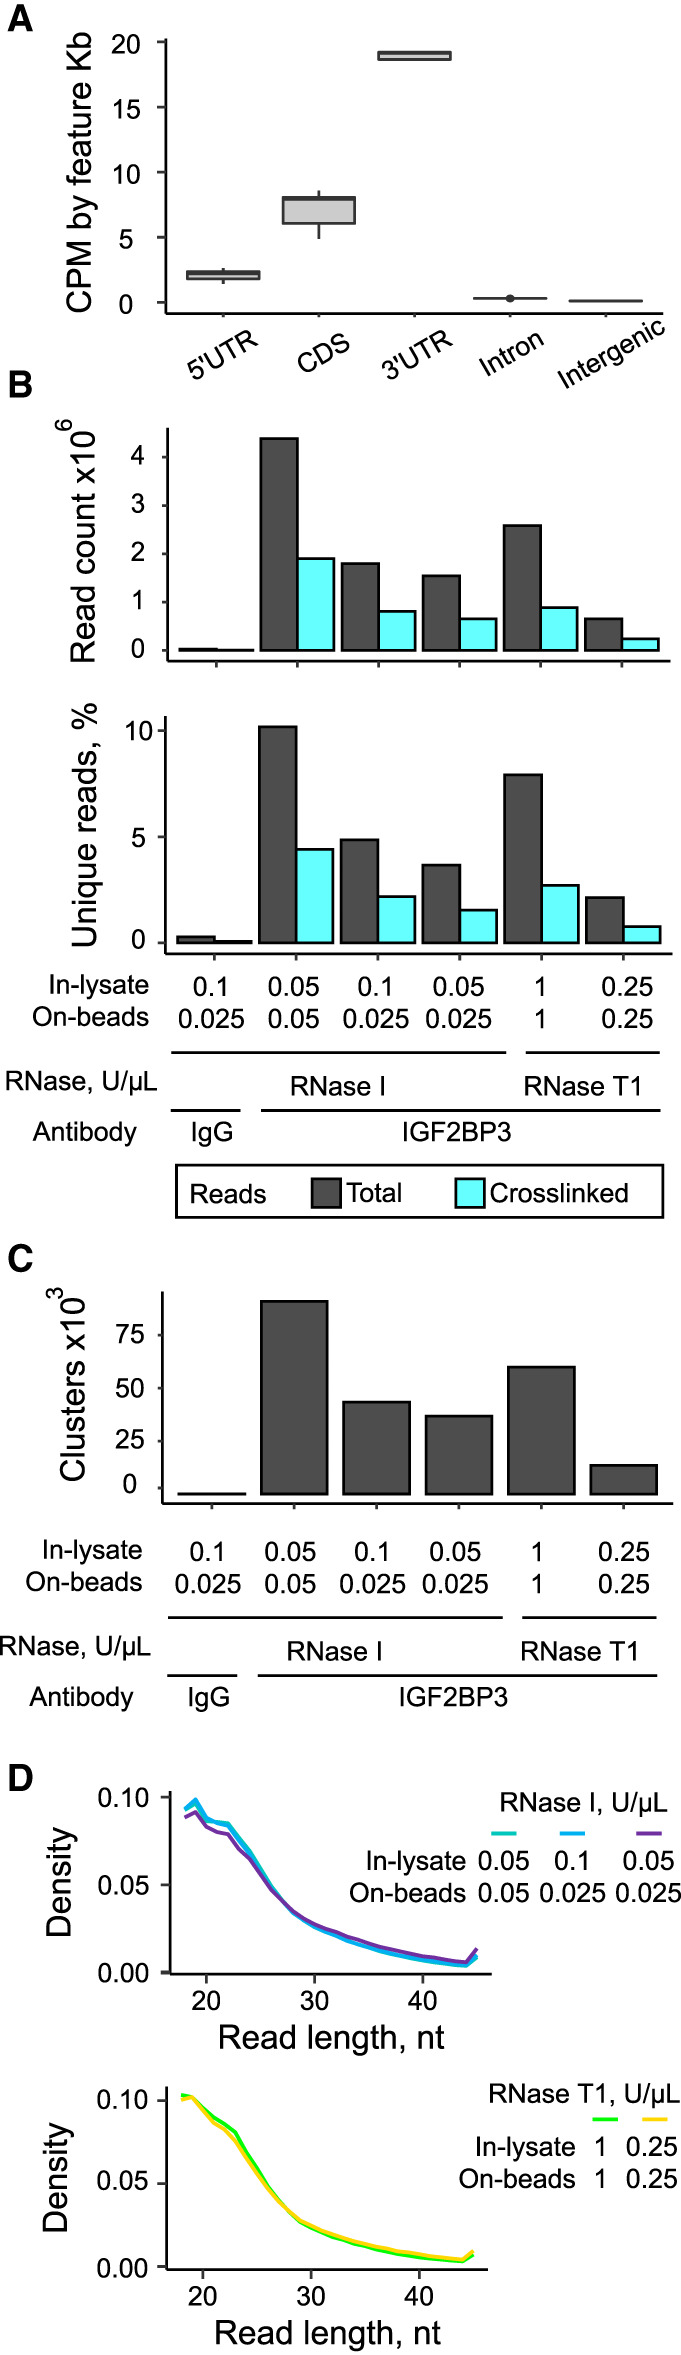
Effect of RNase treatment conditions on the recovery of crosslinked RNA fragments. (*A*) Read alignment of the libraries made in this study to genome features. (*B*) Counts and percentages of the unique deduplicated reads in the final libraries depending on RNase treatment conditions. (*C*) The number of clusters identified with PARalyzer depending on RNase treatment conditions. (*D*) Distribution of lengths of deduplicated reads within the 18–45 nt range.

To reveal whether treatment with various RNases impacts the results, we compared the PAR-CLIP coverage for IGF2BP3 obtained with RNase I and RNase T1. 

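Coverage was measured as the percentage of the nucleotides of the 3′UTR of the canonical transcript that lay under clusters, in genes with clusters there in both libraries compared. In 94.7% (95% Wilson interval 94.1% to 95.2%) of 6296 genes, coverage was broader with RNase I 0.05/0.05 than with RNase T1 1/1 U/µL, and the medians were 26.7% and 8.34%. After the reads of both libraries were thinned to the smaller total, the proportion was 94.1%. With RNase I 0.1/0.025 U/µL, which had fewer cluster reads than RNase T1 1/1 U/µL, coverage was broader in 69.5% (68.3% to 70.8%) of 5105 genes, with medians of 14.0% and 10.1%. With RNase I 0.05/0.025 U/µL it was broader in 60.0% (58.6% to 61.3%) of 4837 genes. Of the RNase T1 1/1 U/µL clusters, 72.4% overlapped a cluster of the RNase I 0.05/0.05 U/µL library by at least 1 nt on the same strand, and 36.5% of the RNase I clusters overlapped an RNase T1 cluster. With a reciprocal overlap of at least 50% these proportions were 19.4% and 12.7%.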

Strikingly, the coverage profiles on 3′UTRs differed for multiple targets. The representative examples of *TP53*, *MYC*, and *HMGA2* show that RNase I digestion results in broader coverage than RNase T1 and can possibly identify different binding sites (Fig. 5A). Indeed, the analysis of overrepresented 4-nt motifs identified CAGU as the most significant motif for each RNase I concentration tested (Fig. 5B; Supplemental Fig. 2A). This sequence was not identified in RNase T1-treated samples where the strongest motif was CAUU in agreement with previously published IGF2BP3 PAR-CLIP data obtained with RNase T1 digestion (Fig. 5B; Supplemental Fig. 2A; Hafner et al. 2010).

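The 3′UTR of *MYC* (ENSG00000136997), at 127740956 to 127742951 on the plus strand of chromosome 8 of GRCh38, was covered to 19.8% of its 1996 nt with RNase I 0.05/0.05 U/µL and to 14.8% with RNase T1 1/1 U/µL. The top clusters of *MYC* in these libraries, at 127740748 to 127741156 with 1089 reads and at 127741138 to 127741346 with 135 reads, overlapped only at their ends. The latter had 0.444 conversion events per read, below the target criterion. With RNase T1 0.25/0.25 U/µL the top cluster, at 127741003 to 127741109, lay within that of RNase I 0.05/0.05 U/µL. In *HMGA2* (ENSG00000149948) the 3′UTR, at 65963290 to 65966291 on the plus strand of chromosome 12, is 3002 nt long. RNase I 0.05/0.05 U/µL covered 92.1% of it in 12 clusters, and RNase T1 1/1 U/µL covered 52.0% in 26 clusters.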

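HOMER was not used here. Each possible tetramer was instead counted in the clusters and in windows of the same lengths drawn from annotated exons, and compared within each library by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over all tetramers. These tests compare the clusters of a library with a background, and clusters are not replicates. With RNase I 0.05/0.05 U/µL, CAGU occurred in 33.3% of clusters and 25.6% of windows, a log2 enrichment of 0.38 (adjusted p = 3.76e-279, Fisher's exact test). The log2 enrichment was 0.47 with RNase I 0.1/0.025 U/µL (adjusted p = 9.39e-205, Fisher's exact test) and 0.43 with RNase I 0.05/0.025 U/µL (adjusted p = 1.00e-140). Among the enriched tetramers, of which there were 123, 112 and 117 in the 3 libraries, CAGU ranked 24, 21 and 29 by log2 enrichment. The highest values in these libraries were 0.60 for CAUU, 0.77 for UCAU and 0.74 for CAUU, respectively. The rank moved either way with the setting. Against shuffled cluster sequences with their dinucleotide counts kept, CAGU ranked 9, 7 and 9 with log2 enrichments of 0.24, 0.28 and 0.27, and CAUU ranked 63, 56 and 60. With clusters extended by 10 nt on both sides CAGU ranked 39, 37 and 37.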

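With RNase T1 1/1 U/µL, CAGU occurred in 11.0% of clusters and 14.9% of exon windows, a log2 enrichment of -0.43 (adjusted p = 1.18e-87, Fisher's exact test). With RNase T1 0.25/0.25 U/µL it occurred in 18.1% of clusters and 16.3% of windows, a log2 enrichment of 0.15 (adjusted p = 0.000128, exact test). With a single cluster per gene, the one with the most reads, this value was 0.011 (adjusted p = 0.919, exact test). Over the 6 alternatives for this library the adjusted p of the exact test was between 4.92e-29 and 0.919. In the RNase T1 1/1 U/µL library the sign depended on the setting, with a log2 enrichment of 0.33 against shuffled sequences and of 0.12 when each cluster was extended by 10 nt on both sides. CAUU occurred in 35.4% of RNase T1 1/1 U/µL clusters and 15.1% of windows, a log2 enrichment of 1.23, and in 39.3% of RNase T1 0.25/0.25 U/µL clusters and 16.7% of windows, a log2 enrichment of 1.24. It ranked 3 in the first library, after UUAC at 1.34 and UAUC at 1.25, and 1 in the second, but 63 and 53 against shuffled sequences. Of the other plain tetramers in Fig. 5B, CAUA was enriched in the 5 IGF2BP3 libraries, with values from 0.46 to 1.19, and GGGG was depleted in each, with values from -1.58 to -0.63.

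**Figure D1:**
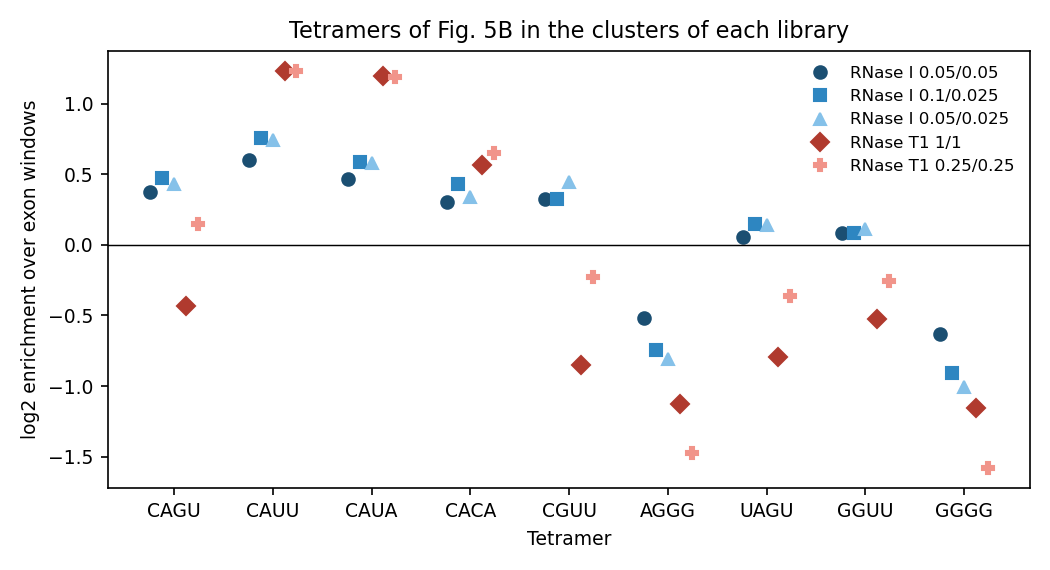
Log2 enrichment over exon windows of the tetramers of Fig. 5B in the clusters of the 5 IGF2BP3 libraries, with circles, squares and triangles for RNase I and diamonds and crosses for RNase T1. CAUU lies at 1.23 and 1.24 in the RNase T1 libraries and between 0.60 and 0.76 in the RNase I libraries, and CAGU is lowest with RNase T1 1/1 U/µL, at -0.43. CAUU occurred in 35.4% and 39.3% of RNase T1 clusters and in 38.5% to 40.6% of RNase I clusters. The windows, shorter for RNase T1 like its clusters, held it in 15.1% and 16.7% against 23.8% to 25.4%. Enzyme and cluster length are therefore not separated in this contrast.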

**FIGURE 5.**
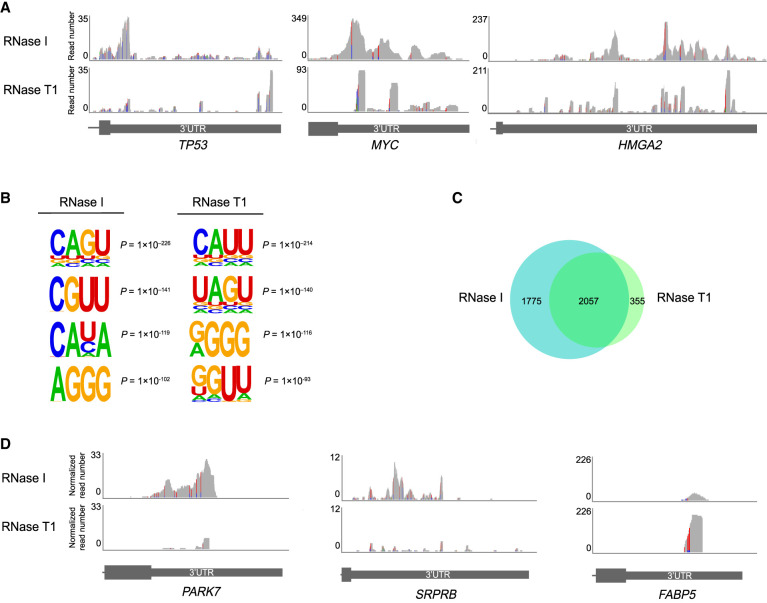
RNase selection affects IR-PAR-CLIP coverage, motif and target prediction results. (*A*) Examples of IGF2BP3 PAR-CLIP read coverage of 3′UTRs of *TP53*, *MYC*, and *HMGA2* transcripts. (*B*) 4-nt IGF2BP3-binding motifs identified by HOMER in IR-PAR-CLIP of HCT116. (*C*) Overlap of IGF2BP3 targets identified in this study with RNase I and RNase T1. Concentrations of RNases used for this figure in-lysate and on-beads: RNase I 0.05 U/µL, RNase T1 1 U/µL. (*D*) Examples of IGF2BP3 PAR-CLIP library-size normalized read coverage of 3′UTRs of *PARK7*, *SRPRB*, and *FABP5* transcripts. Transitions color code: (A) green, (C) blue, (G) brown, (T) red.

Moreover, RNase I treatment allowed us to identify ∼1.5 times more IGF2BP3-bound targets compared to RNase T1 including most of the targets identified with RNase T1 (Fig. 5C; Supplemental Fig. 2B; Supplemental Table 2). 

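With RNase I 0.05/0.05 U/µL 4981 genes met the target criteria and with RNase T1 1/1 U/µL 4300, a ratio of 1.16 (95% interval from counting error 1.11 to 1.21). Both libraries shared 3387 targets, which were 78.8% (95% Wilson interval 77.5% to 80.0%) of the RNase T1 targets and 68.0% (66.7% to 69.3%) of the RNase I targets. A further 1594 genes were targets with RNase I only and 913 with RNase T1 only. The ratio moved most when at least 20 reads were asked of a cluster in every library in place of 10 CPM, to 1.9. With the CPM taken over the total unique reads of Fig. 4B, read by eye, it was 1.64. Its direction changed with the conversion criterion, to 0.952 at more than 0.25 and 0.979 at more than 0.75 conversion events per read.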

Interestingly, highly intersecting sets of targets were identified in all RNase I concentration conditions despite having up to a two-times difference in the number of aligned crosslinked deduplicated reads (Fig. 4B) or the number of identified clusters (Fig. 4C). 

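Of the 6313 genes that were targets in any RNase I library, 3694 were targets in all 3, or 58.5% (95% Wilson interval 57.3% to 59.7%). Pairwise, RNase I 0.05/0.05 and 0.1/0.025 U/µL shared 4106 targets, 85.3% (84.3% to 86.3%) of the smaller set. The corresponding values were 4115 targets and 82.6% (81.5% to 83.6%) for 0.05/0.05 and 0.05/0.025 U/µL, and 4060 targets and 84.4% (83.3% to 85.4%) for 0.1/0.025 and 0.05/0.025 U/µL. The share found in all 3 libraries moved most with a conversion criterion of more than 0.75 events per read, to 16.8%. Clusters overlapped less evenly than targets, as 93.0% of the RNase I 0.05/0.025 U/µL clusters overlapped a cluster of the 0.05/0.05 U/µL library, but only 32.8% of the clusters of the latter overlapped one of the former.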

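With RNase I 0.1/0.025 U/µL 4812 genes met the target criteria and with RNase I 0.05/0.025 U/µL 5107, the highest number of the 5 libraries. The read count that corresponds to 10 CPM differed between the libraries, at 23.6 reads for RNase I 0.05/0.05 U/µL, 8.03 for 0.1/0.025 U/µL and 6.71 for 0.05/0.025 U/µL, and 20.0%, 48.8% and 65.5% of the clusters exceeded it. The order of the libraries changed with the criterion. Over the total unique reads of Fig. 4B, read by eye, there were 3408, 2857 and 2810 targets in the same order. With at least 20 reads per cluster in place of the CPM criterion there were 5481, 2730 and 2367 targets, above 20 CPM 3276, 3115 and 3103, and above 5 CPM 7055, 6859 and 6410. Over the crosslinked unique reads of Fig. 4B, read by eye, there were 5481, 4812 and 5107, and with a conversion criterion of 0.75 there were 1552, 2684 and 2612.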

The number of targets identified with RNase I increased with increasing RNase I concentration. In contrast, a similar number of targets was identified with the two tested RNase T1 treatment conditions (1 or 0.25 U/µL) although the number of aligned crosslinked deduplicated reads in 1 U/µL condition was ∼4 times higher than in 0.25 U/µL (Fig. 4B), as was the number of the identified clusters (Fig. 4C). 

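With RNase T1 0.25/0.25 U/µL 2983 genes met the target criteria. With the CPM taken over the total unique reads of Fig. 4B, there were 2084 targets with RNase T1 1/1 U/µL and 2051 with 0.25/0.25 U/µL. When at least 20 reads were asked of a cluster in both libraries the numbers were 2891 and 539. At more than 0.75 conversion events per read the order changed, with 1585 and 1691 targets.

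**Figure D2:**
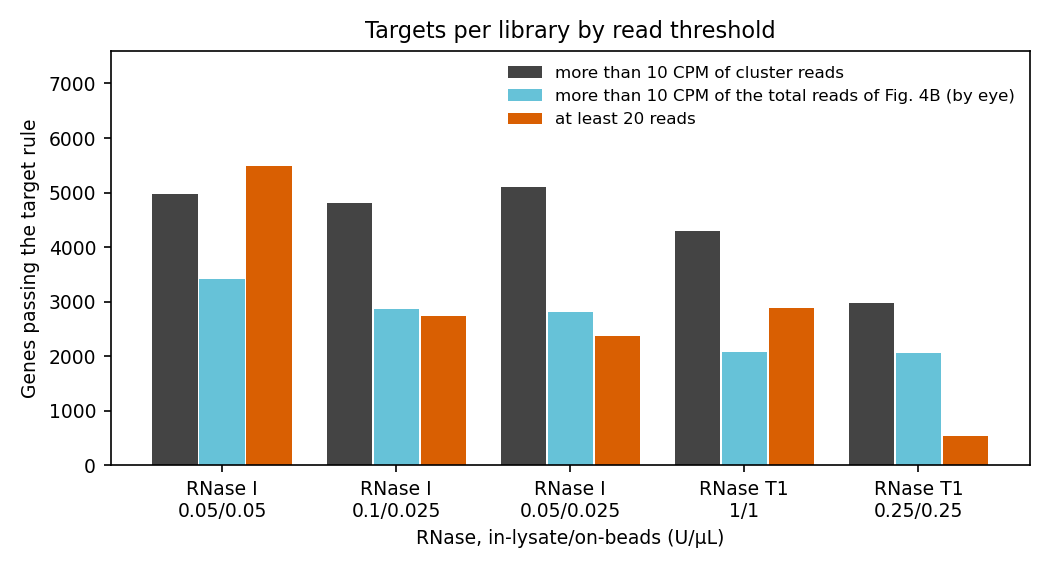
Number of genes that met the target criteria in each IGF2BP3 library (y axis) by RNase and concentration in-lysate/on-beads (x axis), with bars for 10 CPM of cluster reads, 10 CPM of the total reads of Fig. 4B read by eye, and at least 20 reads. The RNase T1 libraries differ least with the totals of Fig. 4B, at 2084 and 2051 genes, and most with at least 20 reads, at 2891 and 539 genes.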

To exclude the possibility that the higher number of targets obtained in samples with the RNase I treatment resulted from the different number of useful reads, we compared the results of the samples treated with RNase T1 at 1/1 U/µL with the ones treated with RNase I 0.1/0.025 U/µL. At those concentrations, RNase T1 produced a slightly higher number of aligned crosslinked deduplicated reads and identified clusters compared to RNase I, but the number of identified targets was still 1.4 times higher in RNase I sample. 

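RNase T1 1/1 U/µL had 1.38 times the clusters and 1.44 times the cluster reads of RNase I 0.1/0.025 U/µL, over a shorter covered length (2295812 against 2940328 nt) and with more reads per covered nucleotide (0.504 against 0.273). The ratio of targets, RNase I over RNase T1, was 1.12 (95% interval from counting error 1.07 to 1.17), and 3281 targets were shared. With the totals of Fig. 4B in the CPM the ratio was 1.37. It fell below 1 with the crosslinked reads of Fig. 4B, read by eye, in the CPM (0.919), with at least 20 reads per cluster (0.944) and with more than 0.25 conversion events per read (0.945). After the reads of each library were thinned to the total of the smallest IGF2BP3 library, in 20 random draws, the mean ratio was 1.07. From this comparison at similar read numbers, the paper reasons that the higher number of targets with RNase I did not result from the number of useful reads.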

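The 1594 genes that were targets with RNase I 0.05/0.05 but not with RNase T1 1/1 U/µL were sorted by the criterion they did not meet with RNase T1. There, 302 (18.9%) had no cluster, and 608 (38.1%) had clusters but none above 10 CPM, together 57.1% (95% Wilson interval 54.6% to 59.5%). The remaining 684 (42.9%) had a cluster above 10 CPM but none of these with more than 0.5 conversion events per read. The share with no cluster above the read criterion was between 25.0% at more than 0.75 and 93.6% at more than 0.25 conversion events per read. The reverse comparison gave a larger share in the main setting. Of the 913 genes that were targets with RNase T1 1/1 U/µL only, 826 (90.5%) had no RNase I 0.05/0.05 U/µL cluster above 10 CPM. Most of these, 791 genes, had RNase I clusters below that criterion, and 35 (3.83%) had none. The criterion corresponded to 23.6 reads in the RNase I 0.05/0.05 and 11.6 reads in the RNase T1 1/1 U/µL library, so the 2 shares are not at an equal read number.
*PARK7* (chromosome 1, 3′UTR at 7985052 to 7985505) had a cluster of 454 reads (192 CPM) with 0.683 conversion events per read in the RNase I 0.05/0.05 U/µL library. In the RNase T1 1/1 U/µL library its top cluster had 26 reads (22.5 CPM) with 0.346 events per read. *SRPRB* (chromosome 3, 3′UTR at 133819764 to 133821492) had a top cluster of 187 reads (79.2 CPM) with 0.711 events per read in the former and of 8 reads (6.91 CPM) with 0.75 in the latter. In *FABP5* (chromosome 8, 3′UTR at 81284565 to 81284775) a cluster of 235 reads (99.5 CPM) with 0.502 events per read stood against a cluster of 549 reads (474 CPM) with 0.372. *PARK7* and *SRPRB* were targets with RNase T1 0.25/0.25 U/µL, and *FABP5* was not.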

Most of the targets that we identified only in RNase I conditions were not found in RNase T1 due to lower coverage at the cluster (less than 10 counts per million [CPM]) (e.g., *PARK7*, *SRPRB*; Fig. 5D) and several examples had less than 50% of T to C transitions at the covered positions (e.g., *FABP5*; Fig. 5D). Although the number of targets identified using two RNase T1 concentrations was similar, more than 30% of the targets were identified only in one of the conditions. This can be explained by the RNase T1 cleavage bias resulting in pronounced differences in the recovered footprints for samples treated with different enzyme concentrations. 

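Of the 4837 genes that were targets in either RNase T1 library, 2391 were targets in only 1 of them, or 49.4% (95% Wilson interval 48.0% to 50.8%). Of these, 1854 were found at 1/1 U/µL, where they made up 43.1% of the targets, and 537 at 0.25/0.25 U/µL, where they made up 18.0%. The libraries shared 2446 targets, 82.0% (80.6% to 83.3%) of the smaller set. Under the alternatives that gave enough targets, the share found in only 1 library was between 43.7% and 82.9%.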

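The last nucleotide of the cluster was G in 94.7% (95% Wilson interval 94.5% to 94.8%) of the RNase T1 1/1 U/µL clusters and in 91.7% (91.2% to 92.2%) of the RNase T1 0.25/0.25 U/µL clusters. In the RNase I libraries it was G in 13%, 12.2% and 11.8% of clusters at 0.05/0.05, 0.1/0.025 and 0.05/0.025 U/µL. The genomic nucleotide just before the cluster was G in 54.3% and 54.2% of the RNase T1 clusters and in 14.7% to 15.7% of the RNase I clusters. Weighting clusters by their reads moved the share at the last nucleotide most with RNase I 0.05/0.025 U/µL, to 13%. At least 1 nt of overlap with RNase T1 1/1 U/µL clusters was found for 87.1% of the RNase T1 0.25/0.25 U/µL clusters, and a reciprocal overlap of at least 50% for 63.8%. In the other direction these proportions were 19.8% and 14.5%.

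**Figure D3:**
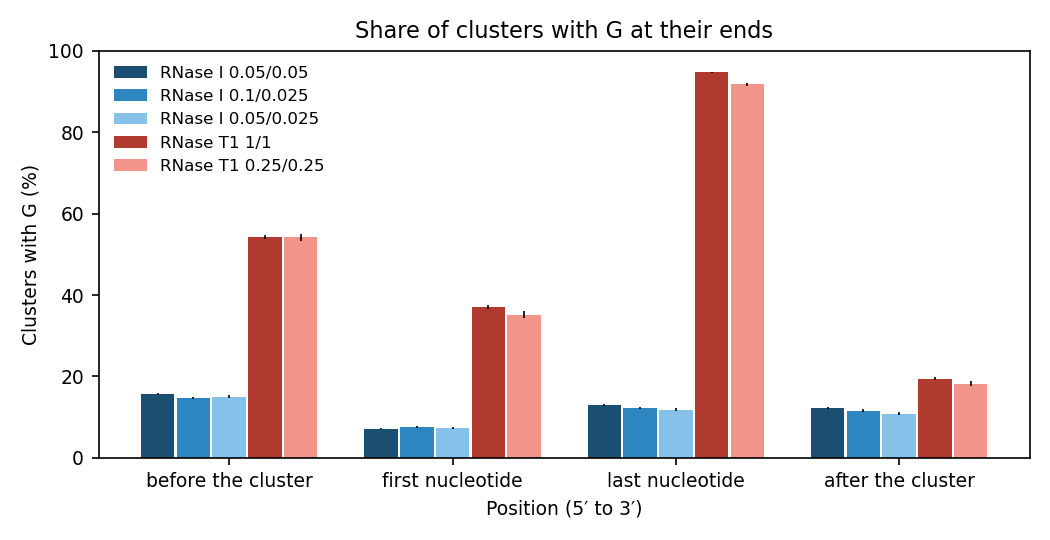
Percentage of clusters (y axis) with G at the nucleotide before, the first, the last and the nucleotide after the cluster (x axis, 5′ to 3′) in the 5 IGF2BP3 libraries, with 95% Wilson intervals as error bars. At the last nucleotide the RNase T1 libraries lie at 94.7% and 91.7% and the RNase I libraries between 11.8% and 13%.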

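Cluster reads were summed in 50-nt windows and correlated over the windows covered in at least 1 of the libraries of a pair. Windows are not independent replicates, so no p-value is given. Pearson's r was 0.821 between RNase I 0.05/0.05 and 0.1/0.025 U/µL, 0.792 between 0.05/0.05 and 0.05/0.025 U/µL and 0.901 between 0.1/0.025 and 0.05/0.025 U/µL, with a mean of 0.838. Between the RNase T1 libraries it was 0.673. Over the 6 pairs of an RNase I with an RNase T1 library the mean was 0.561, with values from 0.424 to 0.695. Spearman's correlation moved the means most, to 0.521 for the RNase I pairs, 0.303 for the RNase T1 pair and 0.199 across enzymes, and left the order of the means unchanged. Single pairs did not all follow it. By Pearson, RNase I 0.1/0.025 with RNase T1 0.25/0.25 U/µL, at 0.695, lay above the RNase T1 pair. By Spearman the 3 RNase I libraries had correlations of 0.374, 0.362 and 0.308 with RNase T1 0.25/0.25 U/µL, above that of the RNase T1 pair.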

The differences between the RNase treatment conditions were also evident in the Pearson correlation matrix of the IGF2BP3 IR-PAR-CLIP coverage (Supplemental Fig. 2C), with RNase I conditions showing higher correlation coefficients compared to RNase T1. 

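The criterion of more than 0.5 T-to-C conversion events per read was met by 74.2%, 75.5% and 69.0% of the clusters with RNase I 0.05/0.05, 0.1/0.025 and 0.05/0.025 U/µL. It was met by 54.5% with RNase T1 1/1 U/µL and 59.3% with RNase T1 0.25/0.25 U/µL. The median number of events per read was 0.635, 0.667 and 0.605 in the RNase I libraries and 0.553 and 0.583 in the RNase T1 libraries. Relative to the events at all T positions, the median conversion was 8.68%, 8.66% and 8.00% with RNase I and 6.52% and 6.90% with RNase T1. In all 5 IGF2BP3 libraries together, 2094 genes met the target criteria. By the same criteria 6 genes passed in the IgG library, where a single read exceeds 10 CPM.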

Altogether, our results revealed that RNase I treated samples yielded a higher number of IGF2BP3 RNA targets with higher confidence.

### IR-PAR-CLIP identifies novel IGF2BP3 RNA targets in colon cancer cell lines

IGF2BP3 expression is elevated in colon cancers and was shown to be associated with increased tumor angiogenesis, growth, and poor prognosis (Lochhead et al. 2012; Shantha Kumara et al. 2015; Xu et al. 2019; Yang et al. 2020). Several mechanisms were suggested for the function of IGF2BP3 in promoting tumorigenesis in colon cancers including regulation of mRNA localization, translation, and stabilization of oncogenic transcripts (Rivera Vargas et al. 2014; Deforzh et al. 2016; Ennajdaoui et al. 2016; Li et al. 2020). Therefore, thorough identification of IGF2BP3 targets in colon cancers is important for understanding its function.

In this work, we identified the mRNA targets of IGF2BP3 in the colorectal carcinoma cell line HCT116 using our optimized IR-PAR-CLIP method. 

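RNase I 0.05/0.05 and RNase T1 1/1 U/µL together had 5894 targets, of which 5149 were protein-coding genes. Among the targets of the RNase I library were 4389 protein-coding genes and 388 pseudogenes, and among those of the RNase T1 library 3939 and 208. With the totals of Fig. 4B in the CPM, 3756 genes were targets with either enzyme, and with more than 20 CPM of cluster reads 3792. Target lists of other cell lines were not used here.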

We compared our results obtained with both RNase I and RNase T1 (4181 targets) with IGF2BP3 targets identified by the PAR-CLIP method in HEK293 (Hafner et al. 2010), by other CLIP approaches in human pluripotent stem cells (Conway et al. 2016), B-acute lymphoblastic leukemia (B-ALL) (Palanichamy et al. 2016), hepatocellular carcinoma (HepG2) (ENCODE [Dunham et al. 2012]), and pancreatic ductal adenocarcinoma (PL45 and Panc1) (Ennajdaoui et al. 2016) (6456 targets) (Supplemental Table 2). This comparison revealed 2863 common targets identified in the analyzed cell types and 1318 novel targets only identified in HCT116 cells (Fig. 6A). The IGF2BP3 target pool might differ depending on cell line-specific factors, the most prominent factor being differences in transcriptome composition and the expression level of transcripts. Therefore, our results highlight the importance of the identification of IGF2BP3 targets in various cancers in order to reveal their role in tumorigenesis.

**FIGURE 6.**
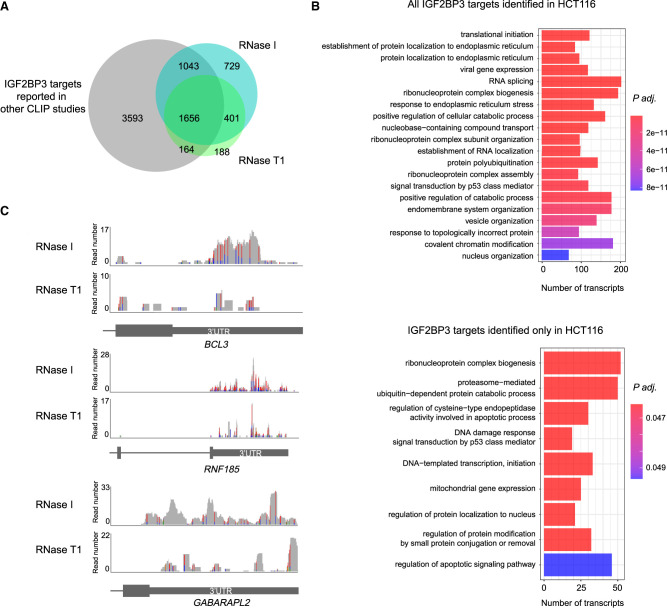
Novel IGF2BP3 RNA targets identified by IR-PAR-CLIP in HCT116 colorectal carcinoma cell line. (*A*) Overlap of IGF2BP3 targets identified in this study with RNase I and RNase T1 with the aggregated list of IGF2BP3 targets identified in the HEK 293 (Hafner et al. 2010), human pluripotent stem cells (Conway et al. 2016), B-ALL (Palanichamy et al. 2016), hepatocellular carcinoma (HepG2) (ENCODE [Dunham et al. 2012]), and pancreatic ductal adenocarcinoma (PL45 and Panc1) (Ennajdaoui et al. 2016). Concentrations of RNases used for this figure in-lysate and on-beads: RNase I 0.05 U/µL, RNase T1 1 U/µL. (*B*) Gene Ontology (GO) term analysis of biological process (BP) categories enriched in HCT116 targets identified in this work with both RNase I and RNase T1 (HCT116 all) or when the previously identified targets (A) are excluded (HCT116 only). For visualization, the GO enrichment results were simplified by clustering using the *simplify* function from the clusterProfiler R package. (*C*) Examples of IGF2BP3 PAR-CLIP read coverage of 3′UTRs of *BCL3*, *GABARAPL2*, and *RNF185* transcripts. Transitions color code: (A) green, (C) blue, (G) brown, (T) red.

The GO term analysis of all the IGF2BP3 targets in HCT116 cells showed that the IGF2BP3-bound transcripts belong to multiple functional categories (biological process) involved in mRNA processing and metabolism, RNA localization and targeting to the endoplasmic reticulum, response to proteotoxic stress and chromatin modifications (Fig. 6B; Supplemental Table 3). These categories were highly similar to previously published data indicating that IGF2BP3 interacts with a core set of RNAs independent of the tissue or cell type. 

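Target calls in HCT116 cells were looked up for 23 genes, *CDK4*, *BAX*, *CASP2*, *BCL3*, *BCL10*, *USP7*, *CUL3*, *TRIM2*, *PSMA6*, *PSMA5*, *PSMD8*, *LAMTOR1*, *GABARAPL2*, *POLR1A*, *POLR1B*, *POLR1C*, *POLR2D*, *MED4*, *MED14*, *MED20*, *MED24*, *TAF4* and *TAF9*. Of these, 21 were targets with RNase I 0.05/0.05 U/µL, 17 with RNase T1 1/1 U/µL and 22 with either of these libraries. Between these 2 libraries, *BAX*, *BCL3*, *LAMTOR1*, *MED20* and *MED24* were targets with RNase I only and *USP7* with RNase T1 only, but *USP7* was a target in the other RNase I libraries. The top cluster of *POLR1C* had 8.47 CPM with RNase I 0.05/0.05 and 8.64 CPM with RNase T1 1/1 U/µL, and the gene was a target only with RNase I 0.05/0.025 U/µL. In all 5 IGF2BP3 libraries 10 of the 23 genes were targets. With the totals of Fig. 4B in the CPM, 19 were targets with either of the 2 libraries, and *POLR1C*, *POLR2D*, *PSMD8* and *USP7* were not.
In *BCL3* (chromosome 19, 3′UTR at 44759613 to 44760044) the top cluster had 60 reads (25.4 CPM) with 0.717 conversion events per read in the RNase I 0.05/0.05 U/µL library, and neither RNase T1 library had a cluster. The 3′UTR of *GABARAPL2* (chromosome 16, 75577367 to 75577881) was covered to 98.3% with RNase I 0.05/0.05 U/µL and to 37.1% with RNase T1 1/1 U/µL. In *RNF185* (chromosome 22, 3′UTR at 31204584 to 31207019) coverage was 51.4% and 12.3%, and with RNase I 0.05/0.025 U/µL it was 3.74%, below that with RNase T1 1/1 U/µL. Both genes were targets in the 5 IGF2BP3 libraries. Whether these genes are targets in other cell lines was not analysed here.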

Interestingly, the 1318 targets characteristic only for HCT116 included transcripts playing a role in DNA-damage response and apoptotic pathway regulation (e.g., *CDK4*, *BAX*, *CASP2*, *BCL3*, *BCL10*), proteasome-mediated degradation (e.g., *USP7*, *CUL3*, *TRIM2*, *PSMA6*, *PSMA5*, *PSMD8*), and autophagy (e.g., *LAMTOR1*, *GABARAPL2*) and included numerous components of transcription initiation mediated by DNA polymerases I and II (e.g., *POLR1A*, *POLR1B*, *POLR1C*, *POLR2D*, *MED4*, *MED14*, *MED20*, *MED24*, *TAF4*, *TAF9*) (Fig. 6B,C) suggesting that IGF2BP3 might be involved in the regulation of these processes in colon cancer.

## DISCUSSION

Emerging data reveal the importance of posttranscriptional mechanisms in cellular adaptation and development (Becker et al. 2018; Rendleman et al. 2018). Multiple RBPs bind and regulate the fate of different mRNA targets depending on the cellular state and developmental stage. This has been linked to the differences in mRNA abundance, RNA modifications, and posttranslational modification of the RBPs as well as the interactions of RBPs with other proteins (Hüttelmaier et al. 2005; Hafner et al. 2013; Huang et al. 2018). Therefore, identifying mRNA targets bound to RBPs at different cellular, metabolic, or developmental states is of crucial importance. Identifying the RNAs that are directly bound to the RBP of interest is challenging. Isolating ribonucleoprotein complexes from cells requires stringent conditions, which might lead to the loss of transient interactions between RBP and RNAs (Riley and Steitz 2013). To identify RNAs interacting with the RBP of interest and map the binding sites with high confidence, CLIP methods are widely used (Lee and Ule 2018; Hafner et al. 2021). Those methods rely on crosslinking of RNAs to the RBP of interest in their native environment in cells before their isolation from cells by IP. Originally, UV light at 254 nm has been used for crosslinking approaches. However, due to the low efficiency of crosslinking at this wavelength, PAR-CLIP approaches relying on the introduction of photoactivatable nucleosides have been developed (Hafner et al. 2010; Danan et al. 2016).

The IGF2BP family of RBPs plays an important role in posttranscriptional regulation by controlling mRNA localization, stability, and translation (Nielsen et al. 1999; Ladd et al. 2001; Fallini et al. 2011; Mizutani et al. 2016). IGF2BP3 is one of the three paralogs of the IGF2BP family. Due to its high expression in aggressive tumors and its role in regulating the stability of mRNAs that promote cell growth and metastasis, IGF2BP3 has been widely studied. According to previously published data (Dunham et al. 2012; Conway et al. 2016; Palanichamy et al. 2016) and our current study (Fig. 6A), IGF2BP3 binds to multiple mRNAs and the RNA target pool can vary dramatically depending on the cell type similar to many other RBPs (Van Nostrand et al. 2020). In this paper, we developed and applied a modified PAR-CLIP protocol IR-PAR-CLIP for the identification of transcripts interacting with endogenous IGF2BP3 (Fig. 1).

In IR-PAR-CLIP, we optimized or modified four important steps of the protocol. (i) We replaced radioactive isotopes with IR fluorescence tags to visualize the RNA fragments. (ii) We developed a streamlined approach to test antibody specificity for IGF2BP paralogs and optimized the IP protocol for human IGF2BP3. (iii) We implemented circular ligation to the PAR-CLIP protocol to increase efficiency and reduce sequence bias during library preparation. (iv) We tested the biases introduced by the RNases used to fragment the RNAs during PAR-CLIP and optimized RNase cleavage. Altogether, using our optimized IR-PAR-CLIP method, we revealed 1318 novel RNA targets of IGF2BP3s in colon cancer cells with high confidence.

The CLIP approaches rely on the IP of the RBP–RNA complexes from cells to identify their direct target RNAs. IP of the RBP of interest using specific antibodies against the protein is an attractive approach that does not require the attachment of affinity tags to the RBP of interest. Even though the CRISPR–Cas9 gene editing methods have become more reliable, efficient, and accessible, ensuring homozygous insertion of the tag to both alleles of the gene of interest requires clonal selection and careful further characterization of various clones, which still poses a challenge. Moreover, the addition of the tag may alter protein expression levels, localization, and function. Thus, performing IPs with antibodies against the protein of interest is preferable if such antibodies are available. In this case, the specificity of the antibody is of crucial importance as contamination with another RBP may impact the experimental outcome. We found that visualizing the IP eluates via unbiased sensitive protein staining methods such as colloidal Coomassie allows careful assessment of the specificity of the antibodies (Fig. 2A). Another possible challenge when performing IPs for endogenous proteins is the affinity of the antibody of interest for paralogs of the RBP. Many RBPs have closely related paralogs in mammalian cells including IGF2BP3. The sequence identity among the IGF2BP paralogs is ∼73%. To test the specificity of the anti-IGF2BP3 antibody, we used IGF2BP3 and IGF2BP2 knockout cell lines together with siRNA depletion of the second paralog (Fig. 2C). Moreover, we performed mass spectrometry analyses with the eluates of the IPs using the anti-IGF2BP3 antibody. We found that the anti-IGF2BP3 antibody partially recognizes the IGF2BP2 paralog and in the MS analyses IGF2BP2 might cover a maximum of 20% of the total reads obtained with IGF2BP3 antibody (Fig. 2D). In the future, the use of monoclonal antibodies raised against the diverging sequences might help to increase the selectivity of antibodies for IGF2BP3 paralogs.

In the PAR-CLIP method, the crosslinked RBP–RNA complexes are subjected to size selection at distinct stages to further purify the complexes and increase the stringency in the protocol. Traditionally, the RBP–RNA complexes and the isolated fragments have been visualized by radioactive isotopes using autoradiography. Even though highly sensitive, this method is tedious due to the need for permits, the possibility of contamination, and the long exposure times of radioactive labels. Moreover, due to the decay of the radioactive isotopes the signal varies from experiment to experiment. Here, we optimized the use of IR fluorescence tags to label the RNAs at the 3′ end by the use of IR800-dye labeled adapters. The IR-labeled 3′ adapter could be visualized at a 100 attomole range (Fig. 3B). According to our estimations, ∼2 femtomole of IGF2BP3- or MOV10-RNA-3′adapter complexes could be isolated from 25 million HCT116 cells and visualized with more than sufficient intensity (Fig. 3C). Our results suggest that IR-PAR-CLIP offers a sensitive, reliable, and convenient alternative to radioactive isotopes to visualize RNAs at different steps of the PAR-CLIP protocol.

The low input amounts present a challenge in the CLIP methods. To increase the efficiency of the library preparation, recent protocols have used reverse transcriptases with high processivity and optimized the size selection and the reaction clean-up steps to find effective ways to get rid of the excess of the unreacted adapter, RT primer, and no-insert products (Zarnegar et al. 2016; Van Nostrand et al. 2017; Lee and Ule 2018; Buchbender et al. 2020; Anastasakis et al. 2021). In order to increase the efficiency in IR-PAR-CLIP, here we used highly processive reverse transcriptase Superscript IV and implemented the on-bead ligation of a preadenylated 3′ DNA adapter. We used the adapter sequence that contains the UMIs and index sequences allowing deduplication and multiplexing of samples (König et al. 2010). To additionally increase the efficiency and to reduce the ligation bias, we implemented a circular ligation strategy using the reverse transcription primer with an optimized sequence containing the carbon linker which facilitates circular ligation and prevents rolling circle amplification (Ingolia 2010; König et al. 2010; McGlincy and Ingolia 2017). Recently, omitting the RNA size selection step and performing the size selection during the first step of the two-step PCR approach was shown to increase the efficiency of PAR-CLIP library preparation (Anastasakis et al. 2021). We did not implement this change to the current protocol as we used the denaturing RNA gels to control for the efficiency of the RNase cleavage and separate the ligated RNA fragments from the longer non-crosslinked RNAs and no-insert products. Additionally, the separation of longer, potentially non-crosslinked RNAs on a denaturing gel allowed us to omit the transfer to the nitrocellulose membrane, as this step was stated to decrease the efficiency of the recovery of the crosslinked fragments (Anastasakis et al. 2021). In future protocols, if the RNA size selection is omitted, the use of ssDNA exonuclease in combination with 5′ deadenylase may be beneficial to reduce the contamination with the unreacted adapter as described in McGlincy and Ingolia (2017). To further increase the efficiency of the protocol, the bead-based size selection methods can be optimized for purifying the reverse transcription product, as implemented in eCLIP (Van Nostrand et al. 2016) and iCLIP2 protocols (Buchbender et al. 2020). With the described IR-PAR-CLIP approach, we were able to amplify the IGF2BP3 PAR-CLIP library obtained from 125 million cells at 16 cycles. The final library contained ∼10% of aligned deduplicated reads and resulted in the identification of 80,000 IGF2BP3-binding clusters and ∼4000 mRNA targets. We observed that different RNA fragmentation conditions lead to variations in the number of identified clusters within one order of magnitude and are, therefore, an important step in the protocol that requires optimization.

Optimization of the RNase treatment in the PAR-CLIP is crucial as too short reads will not allow unique genomic mapping while too long reads complicate the precise mapping of the binding sites. Importantly, different nucleases display preferences in their cleavage sequence, and this can introduce biases when one is assigning the binding sites (Kishore et al. 2011). Even though micrococcal nuclease (MNase), RNase A, and RNase I have been implemented in some PAR-CLIP protocols, currently RNase T1 is the most frequently used nuclease for PAR-CLIP experiments in the literature (Kishore et al. 2013; Danan et al. 2016; Garzia et al. 2017; Anastasakis et al. 2021). In CLIP approaches, RNase T1 was shown to introduce a sequence bias, because it preferentially cleaves after guanosines (Haberman et al. 2017). RNase I, which does not have any described nucleotide preferences, was often used in recent CLIP papers (Conway et al. 2016; Haberman et al. 2017; Lee and Ule 2018). Here, we tested whether RNase I or RNase T1 treatment impacts the number of identified targets as well as the sequences identified by IR-PAR-CLIP of IGF2BP3 (Figs. 4, 5). We optimized limited RNase digestion for the two RNases and subjected the IGF2BP3 IR-PAR-CLIP libraries to next-generation sequencing. We found that in samples treated with RNase I, there were around 3800 RNA targets identified in our analyses. In contrast, only approximately 2500 RNAs were identified when libraries were prepared using RNase T1. Importantly, around 2000 of those RNAs were common between RNase I and T1 treated samples indicating that RNase I treatment does not fail to recover targets. Most of the targets that did not pass the selection criteria in RNase T1-treated samples displayed a too low number of reads per cluster compared to the samples subjected to RNase I treatment. Moreover, we also observed that T to C transition sites were not covered for some targets to pass the selection criteria during the analyses. In summary, RNase I outperformed RNase T1 in the identification of IGF2BP3 targets in colon cancer cells.

Intriguingly, the IGF2BP3 interaction motifs identified for RNase I and RNase T1 treated samples showed distinct differences in the top four most reliably predicted motifs. Upon RNase T1 treatment, the motif with the highest score, CAUU, was identical to that identified earlier for IGF2BP3 in HEK293 cells following RNase T1 treatment (Hafner et al. 2010). Instead, in HCT116 cells treated with RNase I, the top scoring motif was CAGU (Fig. 5B; Supplemental Fig. 2A). The motifs obtained with RNase T1 might be depleted of some G-containing sequences if the RNA is digested inside of the recognition motif. Therefore, for PAR-CLIP protocols RNase treatment conditions have to be selected carefully with the preference to be given to the RNases that have low sequence specificity, like RNase I.

Our IR-PAR-CLIP method allowed us to identify 1318 novel mRNAs bound to IGF2BP3s in a colorectal carcinoma cell line (HCT116). Many of these genes are involved in the regulation of cell cycle, apoptosis, and proteostasis and have cancer-associated functions, suggesting that by regulating their stability or translation IGF2BP3 might contribute to cancer progression (Fig. 6A). For many RBPs, the identity of the targets highly depends on the cell type and condition, therefore the identification of RBP targets in various cellular contexts using the most sensitive methods is crucial for understanding their function and mechanism of action. We anticipate that our framework can be used to identify the targets of other RBPs in a variety of cell types or tissues.

## MATERIALS AND METHODS

### IR-PAR-CLIP

The crosslinking, proteinase treatment, and size selection parts of the protocol are based on the published PAR-CLIP protocol (Hafner et al. 2010; Danan et al. 2016), the ligation of the IR 3′ adapter is adapted from irCLIP methods (Zarnegar et al. 2016), and the library preparation strategy from iCLIP (König et al. 2010) and ribosome profiling protocols (Ingolia et al. 2009; Ingolia 2010; McGlincy and Ingolia 2017). The detailed step-by-step protocol is provided in the Supplemental Material.

### Preadenylation of the 3′ adapter and conjugation of the infrared dye

The 3′ adapter was ordered as RNase-Free HPLC purified oligonucleotide phosphorylated at the 5′ end and containing azide (NHS ester) at the 3′ end with the following sequence: /5Phos/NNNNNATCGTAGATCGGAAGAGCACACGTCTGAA/3AzideN/ (McGlincy and Ingolia 2017). A total of 250 pmol of the oligo was preadenylated in a 50 µL reaction using the 5′ DNA Adenylation Kit (NEB) according to the manufacturer's instructions. The reaction was incubated at 65°C for 2 h. Then the oligonucleotide was purified using Oligo Clean & Concentrator columns (Zymo), and IRdye-800CW-DBCO (LiCor) was conjugated via “click” chemistry at 37°C for 2 h as described in Zarnegar et al. (2016) and Kaczynski et al. (2019).

### Cell culture

HCT116 conditionally expressing Tet-OsTIR1 were obtained from the Masato Kanemaki lab (Natsume et al. 2016). The cells were tested for mycoplasma contamination and mycoplasma contamination was not detected. The HCT116 cells were cultured in McCoy's 5A (modified) medium (Sigma) with 10% fetal bovine serum (Gibco), 2 mM glutamine (Sigma), 1% Pen/Step (Sigma). 4sU (Sigma) was added to the cell culture media 15 h prior to collection at 100 µM. For IR-PAR-CLIP, five 15 cm (diameter) dishes of cells per condition were plated with 3.5 million HCT116 cells per dish so that they reach 60% confluency at the time of collection, resulting in approximately 125 million cells per condition. Cells were put on ice and washed with 10 mL of ice-cold PBS (Sigma). PBS was completely aspirated and 1 mL of PBS was added to prevent cells from drying. Crosslinking was performed with the UV light at 365 nm with 0.15 J/cm^2^. Upon crosslinking, cells were collected via scraping, then were pelleted, frozen in liquid nitrogen, and stored at −80°C.

### Cell lysis, in-lysate RNase treatment, and immunoprecipitation

Cell pellets from 125 million cells per condition were lysed in 1250 µL of ice-cold lysis buffer (25 mM HEPES pH 7.3, 150 mM NaCl, 0.5% NP-40, 0.5 mM EDTA, 10% glycerol, 0.1% SDS, 0.2% sodium deoxycholate, 1× protease inhibitors cocktail, 0.1 mM DTT), by incubation on ice for 15 min with intermittent vortexing and passing three times through the 27G needle. The lysate was clarified by centrifugation for 20 min at 20,000*g* at +4°C. A total of 1100 µL of the supernatant was taken for the in-lysate RNase digestion on a rotator for 15 min at room temperature. The RNase I (Ambion) was used at 0.1 or 0.05 U/µL and RNase T1 (Thermo Scientific) at 1 or 0.25 U/µL. For IP, 50 µg of Proteintech anti-IGF2BP3 antibody (14642-1-AP, lot 00090203) or Proteintech IgG control (30000-0-AP) was coupled to the 200 µL of protein G Dynabeads (Invitrogen) in 1 mL of lysis buffer for 20 min, rotating at room temperature, washed three times with 1 mL of the lysis buffer, resuspended in the original bead volume (200 µL) and added to 1 mL of the RNase treated lysate. The IP was incubated on a rotator at +4°C for 4 h, washed twice, and resuspended in 1 mL of the lysis buffer. To test the sensitivity of protein-crosslinked-RNA-3′ adapter fragments to RNase, one dish of HCT116 per condition was used as described above and all reaction volumes were scaled down proportionally. MOV10 IP was performed using Proteintech anti-MOV10 antibody (10370-1-AP, lot00001954).

### On-beads RNase treatment, dephosphorylation, 3′ adapter ligation, and SDS–PAGE of protein–RNA complexes

For the on-beads, RNase treatment RNase I (Ambion) was added at 0.05 or 0.025 U/µL and RNase T1 (Thermo Scientific) at 1 or 0.25 U/µL. The combinations of in-lysate and on-beads RNase concentrations are indicated in the Results section. For RNase treatment, the samples were incubated on the rotator for 15 min at room temperature and cooled on ice for 5 min. Then the beads were washed three times with 1 mL of ice-cold high salt wash buffer (25 mM HEPES pH 7.3, 400 mM NaCl, 0.5% NP-40, 0.5 mM EDTA, 10% glycerol, 1× protease inhibitors cocktail, 0.1mM DTT), with 3 min incubations on ice after each wash step. For dephosphorylation of the crosslinked RNA fragments, the beads were washed once with 1 mL of PNK wash buffer (20 mM Tris-HCl pH 6.5, 10 mM MgCl_2_, 0.2% Tween20, 0.1 mM DTT), resuspended in 200 µL of dephosphorylation mix (1× PNK buffer pH 6.5 [70 mM Tris-HCl pH 6.5, 10 mM MgCl_2_, 1 mM DTT], 100 U T4 polynucleotide kinase [NEB], 20 U SUPERase·In [Invitrogen]) and incubated at 37°C for 30 min with shaking at 1100 rpm. Afterward, the beads were kept on ice and washed once with 1 mL of PNK wash buffer, incubated in 1 mL of high salt wash buffer for 5 min on ice, and washed once more with 1 mL of PNK wash buffer. For 3′ adapter ligation, the beads were resuspended in 200 µL of the ligation reaction mix (20% PEG8000, 1× T4 RNA ligase reaction buffer [NEB], 1000 U T4 RNA ligase 2 truncated KQ [NEB], 50 pmol 5′ preadenylated IR-dye-conjugated DNA adapter, and 20 U SUPERase·In) and incubated at 25°C for 3 h with shaking at 1100 rpm in the dark. Next, the beads were transferred on ice and washed once with 1 mL of PNK wash buffer, incubated in 1 mL of high salt wash buffer for 5 min on ice, resuspended in 1 mL of PNK wash buffer, and transferred to the new low-bind RNase-free 1.5 mL tube. The PNK wash buffer was removed, and the crosslinked protein–RNA complexes were eluted in 40 µL of 1× SDS sample buffer without DTT at +70°C for 10 min. DTT at 20 mM concentration was added to the collected eluates, and the samples were heated at +70°C for 10 min and stored at −80°C. Next, the crosslinked protein–RNA complexes were resolved on a 10-well 4%–12% NuPAGE Novex Bis-Tris gel (Invitrogen) in 1× MOPS-SDS running buffer (Invitrogen) at 200 V for 65 min. The gel was visualized at 800 nm using LI-COR Odyssey CLx near-infrared imager, and RBP–RNA complexes were size selected using the imager's grid. The bands corresponding to IGF2BP3–RNA complexes were excised from the gel and transferred to a low-bind RNase-free tube.

### Proteinase K digestion, 3′ adapter-ligated RNA extraction, and size selection

For the samples with the RNase treatment conditions in-lysate and on-beads: RNase I 0.05 U/µL, RNase T1 1 U/µL proteinase K digestion was performed as described in Acosta-Alvear et al. (2018). The gel piece was transferred to a nuclease-free water preequilibrated Pur-A-Lyzer Midi Dialysis Tube (MWCO 3.5 kDa, Sigma), with 400 µL 1× MOPS-SDS running buffer (Invitrogen), and electroelution was performed at 100 V for 2 h. The polarity of the electric current was reversed for 120 sec, the sample was transferred to the new 2 mL low-bind RNase-free tube with an equal volume of 2× Proteinase K buffer (100 mM HEPES pH 7.3, 100 mM NaCl, 20 mM EDTA, 2% SDS) and proteinase K (Invitrogen) at a final concentration of 1.2 mg/mL, and incubated for 30 min at +55°C. For the samples with RNase treatment conditions: RNase I 0.05 U/µL in-lysate and 0.025 U/µL on-beads, RNase I 0.01 U/µL in-lysate and 0.025 U/µL on-beads, and RNase T1 0.25 U/µL in-lysate and on-beads gel extraction and protein digestion were performed as described in Anastasakis et al. (2021). Gel pieces were transferred to a 1.5 mL low-bind RNase-free tube, frozen at −80°C, thawed at +55°C and crashed with a single-use RNase-free pellet pestle. Gel slurry was boiled in 2× proteinase K buffer with 50 mM DTT at +95°C for 2 min and was subsequently incubated three times with fresh addition of proteinase K at 2.4 mg/mL, 1.5 mg/mL, and 2.4 mg/mL in 2× proteinase K buffer at +50°C for 30 min with shaking at 1100 rpm. Extracted 3′ adapter-ligated RNA fragments were separated from the gel by centrifugation at 10,000*g* for 10 min through a Spin-X centrifuge filter (Costar). For all samples, RNA was extracted with 1 mL of acidic phenol–chloroform–isoamyl alcohol (25:24:1, pH 4.0), isopropanol precipitated, resuspended 1× TBE-Urea dye (Invitrogen), denatured by heating at +75°C for 2 min, and resolved on a 10-well 15% TBE-Urea gel (Invitrogen) in 1× TBE running buffer (Invitrogen) at 180 V for 70 min. The gel was visualized at 800 nm using LI-COR Odyssey CLx near-infrared imager and the 3′ adapter-ligated RNA fragments were size selected using the imager’s grid.

### Reverse transcription, circular ligation, library construction PCR, and sequencing

Gel pieces were transferred to a 1.5 mL low-bind RNase-free tube, frozen at −80°C, thawed at +55°C, and crashed with a single-use RNase-free pellet pestle. 3′ adapter-ligated RNA fragments were extracted from the gel during overnight incubation rotating in 300 µL of RNA elution buffer at +4°C (10 mM Tris-HCl pH 7.0, 0.3 M NaOAc pH 5.5, 2 mM EDTA, 20 U SUPERase·In). Extracted complexes were separated from the gel fragments by centrifugation at 10,000*g* for 10 min through a Spin-X centrifuge filter, ethanol precipitated and resuspended in 11.5 µL of nuclease-free water. For reverse transcription, 1 µL of 1 µM reverse transcription primer (/5Phos/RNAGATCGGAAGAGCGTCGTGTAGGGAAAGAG/iSp18/GTGACTGGAGTTCAGACGTGTGCTC) was added to the sample. The sample was incubated at +70°C for 10 min and transferred on ice. Then the components of the reverse transcription mix were added to the sample making a final volume of 20 µL (1× Superscript IV buffer, dNTPs 0.2 mM each, 5 mM DTT, 10 U SUPERase·In, 200 U Superscript IV [Invitrogen]); the reaction was performed at +55°C for 20 min and inactivated at +80°C for 5 min. A total of 2.2 µL of 1 M NaOH was added, and RNA was hydrolyzed in 30 min incubation at 98°C. The reaction was neutralized by the addition of 2.2 µL of 1 M HCl. The reverse transcription reaction was purified on Oligo Clean & Concentrator columns (Zymo) according to the manufacturer's instructions and eluted in 6 µL of nuclease-free water. cDNA was mixed with 6 µL of 2× TBE-Urea dye, denatured by heating at +75°C for 2 min, and resolved on a 10-well 10% TBE-Urea gel (Invitrogen) in 1× TBE running buffer at 180 V for 70 min. The gel was stained with SYBR Gold (Invitrogen) and visualized, and the reverse transcription product was separated from the unreacted primer and no-insert products. Gel extraction was performed similarly to the 3′ adapter-ligated RNA fragments using DNA elution buffer (10 mM Tris-HCl pH 8.0, 0.3 M NaOAc pH 5.5). After ethanol precipitation, the pellet was resuspended in 10 µL of circular ligation reaction mix (1× CircLigase II buffer, 2.5 mM MnCl_2_, 50 U CircLigase II [Lucigen]). Circular ligation was performed at +60°C for 2 h, and the enzyme was inactivated through heating at +80°C for 10 min. To determine the number of cycles required for the PCR amplification for the library construction, a series of small-scale PCR reactions was performed with NEB Phusion polymerase and index primers (NEB, E6609S). The reaction mix of 65 µL (1× High Fidelity buffer, dNTPs 0.2 mM each, 500 nM NEB Universal primer, 500 nM NEB Index primer, 2.8 µL circularization reaction, 1.3 U Phusion polymerase) was aliquoted to six PCR tubes (10 µL) and run according to the following program: 98°C, 30 sec; 20 cycles of 98°C, 10 sec; 65°C, 10 sec; 72°C, 10 sec. The tubes were removed at the end of extension at cycles 10, 12, 14, 16, 18, and 20 and the products were resolved on 10-well 6% TBE gel (Invitrogen) in 1× TBE running buffer at 180 V for 40 min and stained with SYBR Gold. For the library construction PCR, the cycle number was selected where the bright product band appeared. Typically, the number of cycles was 16–18 for IGF2BP3 IP and 22–23 for IgG control. The reaction composition and conditions were the same as for the PCR designed to determine the cycles; additionally, the final extension was performed for 5 min at 72°C. Libraries were ethanol precipitated, resolved on a 10-well 6% TBE gel similarly to the cycle selection PCR, and separated from the no-insert library and unreacted primers. Gel extraction was performed similarly to the extraction after the reverse transcription reaction, but the gel pieces were not heated higher than +30°C. After ethanol precipitation, pellets were resuspended in 10 µL of nuclease-free water. Library size distribution and quantity were determined using the Agilent Bioanalyzer 2100 with the High Sensitivity DNA Kit (Agilent) and via qPCR with the NEBNext Library Quant Kit for Illumina (NEB). Libraries were sequenced on a NovaSeq 6000 S1 at SR100 mode (Illumina) at the Vienna BioCenter NGS facility producing 55 million reads per sample on average.

### Computational analysis

For the demultiplexed data sets, UMIs were extracted and adapter sequences were trimmed using UMI-tools v1.1.1 (Smith et al. 2017). The reads were size and quality trimmed using Trimmomatic v0.30 (Bolger et al. 2014) to have a length between 18 and 45 nt. The reads then were mapped to the GENCODE human genome assembly GRCh38.p13 with bowtie v0.12.7 (Langmead et al. 2009), allowing up to three mismatches and deduplicated using UMI-tools v1.1.1. IGF2BP3-binding clusters were called with PARalyzer v1.5 (Corcoran et al. 2011) (ini file is available in Supplemental Material). Genes that have at least one cluster containing more than 10 CPM and more than 50% of T to C conversions per read were selected as IGF2BP3 targets. The enrichment of 4-nt motifs in IGF2BP3-binding clusters was analyzed with HOMER v4.11 (Heinz et al. 2010), findMotifsGenome.pl command using exome as a background. The Pearson correlation between the IGF2BP3 IR-PAR-CLIP conditions was calculated for the 50-nt coverage windows using the multiBamSummary and plotCorrelation tools from deepTools (Ramírez et al. 2016). Sequencing data processing was conducted using the HPC of the Center for Integrative Bioinformatics Vienna (CIBIV), Austria. The published lists of IGF2BP3 targets were obtained from Conway et al. (2016), Palanichamy et al. (2016), and Ennajdaoui et al. (2016). The ENCODE eCLIP IGF2BP3 target list was downloaded from the POSTAR3 (Zhao et al. 2022) (source data: ENCODE project [ENCSR993OLA], Dunham et al. 2012). For data from Conway et al. (2016), the gene was selected as IGF2BP3 target if CDS or 3′UTR peak coverage was four times higher than in SMIinput in IGF2BP3 eCLIP, and not more than two times higher in the IgG control. The IGF2BP3 PAR-CLIP data (GSM545209, SRR048962) (Hafner et al. 2010) were analyzed in parallel with the data from the current study with the same parameters used for bowtie alignments, peak calling, and target identification. GO term analysis was performed with clusterProfiler v3.18.1 (Yu et al. 2012).

### Optimization of IGF2BP3 immunoprecipitation

To test the IGF2BP3 immunoprecipitation conditions, one 15 cm (diameter) dish of 60% confluent HCT116 (∼25 million cells) per condition was washed in ice-cold PBS, scraped, pelleted, and resuspended in 250 µL of ice-cold lysis buffer. Cells were lysed by incubation with the lysis buffer on ice for 15 min with intermittent vortexing and passing the cell suspension three times through the 27G needle. The lysate was clarified by centrifugation for 20 min at 20,000 and treated with 0.2 U/µL RNase I (Ambion) rotating at room temperature for 15 min. For IP, from one 15 cm (diameter) dish 5 µg of Proteintech (14642-1-AP, lot 00090203) antibody was coupled to Dynabeads, as described before in 1 µg:4 µL antibody:beads ratio. The lysates were rotated at +4°C for 4 h for the IP. The flowthrough was removed using a magnetic rack, and the IP-ed complexes were washed five times in one volume (250 µL) of ice-cold high salt wash buffer with 3-min incubations on ice. For the urea wash, urea was added to the buffer during the first wash to a final concentration of 1 M. Protein was eluted in 25 µL of sample buffer as described in the section “On-beads RNase treatment, dephosphorylation, 3′ adapter ligation, and SDS–PAGE of protein–RNA complexes” above. The eluate was resolved on SDS–PAGE in tris-glycine SDS buffer and analyzed with colloidal Coomassie staining (Dyballa and Metzger 2009) or western blotting with anti-IGF2BP3 (Proteintech, 14642-1-AP) and anti-GAPDH (Proteintech, 10494-1-AP) antibodies.

### Establishment of IGF2BP2 and IGF2BP3 knockout cell lines and siRNA depletion

For knockout cell line generation, gRNA sequences (IGF2BP2: 5′GAGCTGCCGGAGGTCGTCGG 3′; IGF2BP3: 5′ACGCGTAGCCAGTCTTCACC 3′) were cloned into the pSpCas9 (BB)-2A-GFP (PX458) (plasmid #48138; Addgene) (Ran et al. 2013). Cells were transiently transfected using jetOPTIMUS reagent (Tamar, 101000051), and GFP-positive single-cell clones were FACS sorted at BD FACSAria IIIu at Max Perutz Labs BioOptics FACS Facility. For siRNA knockdown, cells were transfected with ON-TARGETplus Human IGF2BP2 (Dharmacon, L-017705-00-0005) or IGF2BP3 (Dharmacon, L-003976-00-0005) SMARTpool siRNAs using DharmaFECT 2 (Dharmacon, T-2002-01). ON-TARGETplus nontargeting siRNA #1 (Dharmacon, D-001810-01-05) was used as a control.

### Mass spectrometry of IGF2BP3 immunoprecipitation

For mass spectrometry of IGF2BP3 immunoprecipitation, three 15 cm (diameter) dishes of 60% confluent HCT116 per condition were washed in ice-cold PBS, scraped, pelleted, and resuspended in 750 µL of ice-cold lysis buffer. The IP was performed as described in the section “Optimization of IGF2BP3 immunoprecipitation” above using 30 µg of Proteintech anti-IGF2BP3 antibody (14642-1-AP, lot 00090203) per sample. RNA was digested using 1 U/µL RNase T1 (Thermo Scientific). Protein was eluted in 50 µL of sample buffer, resolved on a 10-well 4%–12% NuPAGE Novex Bis-Tris gel (Invitrogen) in 1× MOPS-SDS running buffer (Invitrogen), and stained with colloidal Coomassie (Dyballa and Metzger 2009). The band corresponding to IGF2BP3 was cut from the gel, submitted for tandem mass spectrometry, and analyzed with MaxQuant 1.6.17.0 at the Max Perutz Labs Mass Spectrometry Facility.

## DATA DEPOSITION

All raw and processed sequencing data generated in this study have been deposited in the Gene Expression Omnibus database, https://www.ncbi.nlm.nih.gov/geo/ (accession no. GSE229653).

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Figures and Tables

**Aleksandra Anisimova:**

How the deposited data were processed for this re-analysis (not part of the article)

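IR-PAR-CLIP clusters of IGF2BP3 from HCT116 cells were analysed in 5 libraries, 3 with RNase I and 2 with RNase T1, and in 1 IgG library, with 1 library per condition. The authors extracted unique molecular identifiers and deduplicated reads with UMI-tools, kept reads of 18 to 45 nt with Trimmomatic, aligned them to GRCh38 with bowtie and called clusters per library with PARalyzer. The deposited values are read counts and counts of conversion and non-conversion events per cluster, which the authors did not normalize. The authors' deposited mode score, a fraction of crosslink signal at the mode of the cluster, was not used in any result.

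From these counts, targets, overlaps, genome features, 3′UTR coverage, tetramers, cluster ends and correlations were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, bedtools 2.31.1 and samtools 1.23.1, and plots were drawn with matplotlib 3.10.9. Genes and features came from GENCODE release 44. A cluster overlapping several features was assigned in the order 3′UTR, coding sequence, 5′UTR, non-coding exon, intron. Tetramers were compared with length-matched exon windows by Fisher's exact test at an adjusted p of 0.05 and ranked by log2 enrichment. The main settings, the alternatives and the tests, except those of gel extraction and of the CPM criterion and the comparisons by cluster of pseudogenes with IgG, were chosen before the data were examined. The alternatives changed the CPM denominator and threshold, the conversion criterion, the gene assignment, the depth, the motif background and clusters, the overlap, the feature order, the windows and the correlation.

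Depth was taken from cluster reads, which are not library sizes, or as an alternative from Fig. 4B, read by eye, and Wilson 95% intervals cover counting error only. Genes were named by a rule: every gene the Results name, the 3 IGF2BP paralogs, the 5 genes with the most cluster reads in RNase I 0.05/0.05 and in RNase T1 1/1 U/µL, and the genes of IgG clusters, of which those that bear on a conclusion are given, except 1 gene that is not reported here. Tested on simulated data, 8 of 8 implanted tetramers were called and 0 with nothing implanted, 200 of 200 simulated targets were recovered, and 0 of 200 simulated non-targets were called. Simulated targets and non-targets were set clearly on either side of the criteria, and sequences without implants came from the same model as their background. These runs check the code and give no error rate for the data. In 1000 of 1000 shuffled sequences the dinucleotide counts were kept. HOMER, read lengths, Gene Ontology terms and target lists of other cell lines were not used here, nor were the PARalyzer settings and the supplemental tables.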

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

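The comparisons by cluster with IgG in this part were chosen only after the results were seen, and the other test before. The paper does not report on clusters that overlap exons of pseudogenes but none of protein-coding genes, mitochondrial rRNAs or mitochondrial tRNAs. Overlap with exons of other non-coding genes was allowed. These clusters held 3.51%, 3.21% and 3.98% of the cluster reads with RNase I 0.05/0.05, 0.1/0.025 and 0.05/0.025 U/µL, and 1.66% and 2.53% with RNase T1 1/1 and 0.25/0.25 U/µL. In the IgG library they held 0 of 324 reads, which by reads allows a share of up to 0.926%, below each of these shares. These reads come from only 25 clusters, and 0 of 25 clusters allows up to 13.3% of clusters, more than the 1.8% to 4.1% that pseudogene clusters made up in the IGF2BP3 libraries. By share of clusters, the control therefore does not set a limit below the signal. In number, the 324 to 3579 pseudogene clusters per IGF2BP3 library exceeded all 25 clusters of the IgG library. Each IGF2BP3 library had 543 to 3640 times the clusters of the IgG library. The excess in number follows from that ratio and does not decide whether background accounts for the pseudogene clusters. The sequencing depth of the IgG library was not compared.

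Reads shared between a pseudogene and a protein-coding transcript are a candidate explanation. The middle 25 nt of the pseudogene clusters occurred in a protein-coding transcript in 82.3% of 3392 clusters with RNase I 0.05/0.05 U/µL (95% Wilson interval 80.9% to 83.5%). Among random windows of the genes that these clusters overlapped, the share was 36.1%. With RNase T1 1/1 U/µL the shares were 83.6% and 44%. The test could have come out the other way, and it leaves open whether the remaining clusters come from transcribed pseudogenes. No biological explanation was tested.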

How the results depend on the processing

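None of the tests in this part was chosen after the result was seen. No paired analysis was possible because there was 1 library per condition. The values were recomputed under 270 combinations of result and alternative. In 159 of these the value kept its direction and stayed within its limit, which was its interval, or 1.5 times for a count, for the ratio to IgG and for the coverage of single genes. For motif enrichments, 57 of these values, only the direction and the side of the test threshold were asked, so that they include changes in size such as that of CAUU with RNase T1 1/1 U/µL from 1.23 to 0.15 against shuffled sequences. In 103 the value moved further, in 1 it no longer passed the threshold and in 7 the direction reversed. The 103 include all 9 values of the correlations, which have no interval and for which no limit is given here. Except where the construction of an alternative is named as the reason, the cause was not tested. As targets are defined by thresholds, fewer reads asked of a cluster give more targets by construction.

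In the main setting, with 10 CPM of cluster reads and more than 0.5 conversion events per read, there were 4981, 4812, 5107, 4300 and 2983 targets with RNase I 0.05/0.05, 0.1/0.025 and 0.05/0.025 and RNase T1 1/1 and 0.25/0.25 U/µL. RNase I 0.05/0.05 and RNase T1 1/1 U/µL shared 3387 and had 5894 in either. With the total unique reads of Fig. 4B, read by eye, in the CPM there were 2857, 2810 and 2084 targets with RNase I 0.1/0.025, RNase I 0.05/0.025 and RNase T1 1/1 U/µL, 1736 shared and 3756 in either. The ratios to RNase T1 1/1 U/µL were 1.64 for RNase I 0.05/0.05 and 1.37 for RNase I 0.1/0.025 U/µL, the share of RNase I targets in all 3 libraries was 56.2% and the share of RNase T1 targets at only 1 concentration 51.0%. With the crosslinked reads of Fig. 4B, read by eye, the ratios were 1.05 and, reversed, 0.919, and the share at only 1 RNase T1 concentration was 53.8%.

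Above 5 CPM there were 6558 RNase T1 1/1 U/µL targets and 5274 shared, the ratios were 1.08 and 1.05, and the shares in all RNase I libraries and at only 1 RNase T1 concentration were 60.5 and 59.4%. Above 20 CPM there were 3276, 3115, 3103 and 2369 targets in the RNase I libraries and with RNase T1 1/1 U/µL, 1853 shared and 3792 in either, with ratios of 1.38 and 1.31. With at least 20 reads in place of the CPM criterion there were 2730, 2367 and 539 targets with RNase I 0.1/0.025, RNase I 0.05/0.025 and RNase T1 0.25/0.25 U/µL, and the ratios were 1.9 and, reversed, 0.944. The share in all RNase I libraries was 36.7%, that at only 1 RNase T1 concentration 82.9%, and 67.3% of the genes found with RNase I only had no RNase T1 cluster with enough reads.

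At more than 0.25 conversion events per read both ratios reversed, to 0.952 and 0.945, the shares in all RNase I libraries and at only 1 RNase T1 concentration were 63.0 and 43.7%, and the share without enough RNase T1 reads was 93.6%. At more than 0.75 there were 1552, 2684, 2612, 1585 and 1691 targets in the 5 libraries, 577 shared and 2560 in either. The ratio for RNase I 0.05/0.05 U/µL reversed, to 0.979, that for RNase I 0.1/0.025 U/µL was 1.69, and the 3 shares were 16.8, 70.3 and 25.0%. With the conversion events divided by all events at T positions, 0, 0, 0, 2 and 0 genes passed in the 5 libraries, 0 were shared and 2 passed in either, so that no ratio or share could be given.

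With protein-coding genes only, 61.7% of RNase I targets were in all 3 libraries. Of the protein-coding genes found with RNase I only, 50.1% had no RNase T1 cluster above 10 CPM. With reads thinned to the smallest library, the ratio for RNase I 0.1/0.025 U/µL was 1.07 and the 3 shares were 43.8, 54.3 and 49.2%. Thinning kept the clusters called at full depth, which limits it as a test of depth. Assigning genes by gene body moved none of these results beyond their limits.

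Of clusters with more than 10 CPM there were 18211, 21168, 24111 and 26543 in the RNase I and RNase T1 1/1 U/µL libraries, against 90999, 43385, 36795 and 59873 in all, and the ratio to IgG was 829, which could only fall, as each IgG cluster passes this criterion. A reciprocal overlap of at least 50% was found for 19.4% of RNase T1 1/1 and 12.7% of RNase I 0.05/0.05 U/µL clusters. The log2 enrichment of CAGU with RNase T1 1/1 U/µL reversed to 0.33 against shuffled sequences and to 0.12 with clusters extended by 10 nt. With RNase T1 0.25/0.25 U/µL it no longer passed the threshold with a single cluster per gene, at 0.011.

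The last nucleotide was G in 13.7, 12.8, 12.3 and 92.6% of the clusters that passed the target criteria in the RNase I and RNase T1 0.25/0.25 U/µL libraries, and in 13.3, 12.6, 13, 93.9 and 91.0% of the 5 libraries' clusters weighted by reads. The share of reads in 3′UTRs was 58.5, 63.2, 60.1, 71.9 and 70.1% with the coding sequence first, and 65.1, 71.0, 69.9, 72.1 and 77.1% with each cluster counted once. The correlations within RNase I, within RNase T1 and across enzymes were 0.561, 0.398 and 0.268 on log2(reads + 1), 0.521, 0.303 and 0.199 by Spearman and 0.881, 0.757 and 0.714 in 200-nt windows, with the means in the same order each time. Single pairs did not all follow it: of the 3 pairs of an RNase I library with RNase T1 0.25/0.25 U/µL, 3 exceeded the RNase T1 pair by Spearman and 2 in 200-nt windows. On log2(reads + 1), the pairs of RNase I 0.05/0.05 (0.451) and 0.1/0.025 U/µL (0.429) exceeded it (0.398), and that of 0.05/0.025 U/µL (0.372) did not. In the main setting the pair of RNase I 0.1/0.025 U/µL exceeded it (0.695 against 0.673), and the others did not. The share of genes with broader 3′UTR coverage with RNase I 0.05/0.05 than with RNase T1 1/1 U/µL was 94.1% after thinning. Asking for at least 2 conversion positions changed nothing, as every cluster had them.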

Differences from the paper's values

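The alternatives in this part were set before the data were examined, and only their use on the 2 genes of the last paragraph was chosen after the results were seen. With RNase T1 1/1 U/µL 4300 genes met the target criteria, against the paper's 2500. With the total unique reads of Fig. 4B, read by eye, in the CPM (2084), more than 20 CPM (2369) or at least 20 reads (2891) the value fell within 1.5 times of the paper's. With the crosslinked reads of Fig. 4B, more than 5 CPM, a conversion criterion of 0.25 or 0.75, conversion events over all events, gene bodies, protein-coding genes or thinned reads it did not.

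RNase I 0.05/0.05 and RNase T1 1/1 U/µL shared 3387 targets, against the paper's 2000. With the total reads of Fig. 4B (1736), more than 20 CPM (1853) or at least 20 reads (2628) the value fell within 1.5 times of the paper's, and with the other alternatives it did not. The targets found with RNase T1 1/1 U/µL only numbered 913, against about 360 in Fig. 5C, read by eye. The same alternatives closed the gap, with 348, 516 and 263 genes, and the others did not.

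The cluster reads of RNase T1 1/1 U/µL were 6.34 times those of 0.25/0.25 U/µL, against the paper's ratio of about 4 for aligned crosslinked deduplicated reads, a different sum for which no alternative was set.

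The paper states that the number of RNase I targets rises with the concentration, while here RNase I 0.05/0.025 U/µL had the most, 5107. With the total reads of Fig. 4B (3408, 2857 and 2810 for 0.05/0.05, 0.1/0.025 and 0.05/0.025 U/µL), with at least 20 reads (5481, 2730 and 2367), more than 20 CPM (3276, 3115 and 3103), more than 5 CPM (7055, 6859 and 6410) and thinned reads (5124, 4865 and 4701) the order was 0.05/0.05, 0.1/0.025 and 0.05/0.025 U/µL. The paper states similar target numbers for the RNase T1 libraries, which here were 4300 and 2983 for 1/1 and 0.25/0.25 U/µL. They were 2084 and 2051 with the total reads of Fig. 4B, 1585 and 1691 at more than 0.75 conversion events per read, and 2369 and 2958 at more than 20 CPM.

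The paper names CAGU as the motif of each RNase I library with the highest significance in HOMER. The ranks here are by log2 enrichment, a different measure. By it CAGU ranked 24, 21 and 29, and highest, at 9, 7 and 9, against shuffled sequences. By adjusted p of Fisher's exact test, CAUU stood above CAGU in each RNase I library against exon windows, and below it against shuffled sequences. The paper did not find CAGU with RNase T1, and it was enriched here with RNase T1 0.25/0.25 U/µL (log2 0.15) but not with a single cluster per gene. The paper names CAUU as the strongest RNase T1 motif, and it ranked 3 with RNase T1 1/1 U/µL, and 1 with RNase T1 0.25/0.25 U/µL. Over the alternatives it ranked from 2 to 63 in the former and from 2 to 53 in the latter, lowest against shuffled sequences. The paper lists POLR1C as a target, which met the criteria only with RNase I 0.05/0.025 U/µL, and also with RNase I 0.05/0.05 and RNase T1 1/1 U/µL with the crosslinked reads of Fig. 4B, read by eye, or more than 5 CPM, and with RNase I 0.05/0.05 U/µL alone with at least 20 reads. The paper gives low RNase T1 coverage as the reason for PARK7, whose RNase T1 1/1 U/µL cluster had 22.5 CPM and 0.346 conversion events per read. With the total reads of Fig. 4B, read by eye, it lay at exactly 10 CPM, a tie that a small error of reading would change, and at more than 0.25 conversion events per read it was a target.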

Other observations

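The tests of gel extraction and of the CPM criterion in this part were chosen only after the results were seen, and the other tests before. The larger number of targets with RNase I 0.05/0.05 than with RNase T1 1/1 U/µL may follow from library depth. With the reads of every library thinned to 182448, the ratio was 1.12 on average and between 1.09 and 1.15 over 20 draws. Because thinning keeps clusters that were called at full depth, and 10 CPM of that total corresponds to only 1.82 reads, a ratio above 1 does not exclude depth, and depth and enzyme cannot be told apart here.

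The number of targets followed library size less than the number of clusters did. The largest over the smallest number was 12.9 for cluster reads, 6.71 for clusters and 1.71 for targets among the 5 IGF2BP3 libraries. A candidate explanation is that a CPM criterion asks for fewer reads in a smaller library. With at least 20 reads asked in every library the spread of target numbers was 10.2, wider than under the CPM criterion. No biological explanation was tested.

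CAGU was less enriched with RNase T1 1/1 than with RNase I 0.05/0.05 U/µL, by 0.81 on the log2 scale. Cutting by RNase T1 after the G of CAGU could remove part of the motif from the clusters. With clusters extended by 10 nt on both sides the gap was 0.16, so that 80.4% of it closed. Against shuffled sequences with their dinucleotide counts kept the gap reversed, with a log2 enrichment of 0.33 with RNase T1 1/1 and 0.24 with RNase I 0.05/0.05 U/µL. With RNase T1 0.25/0.25 U/µL the log2 enrichment went from 0.15 to 0.32 on extension. This was above RNase I 0.05/0.05 U/µL, at 0.28, and below 0.1/0.025 and 0.05/0.025 U/µL, at 0.35 and 0.34. The extension changed the 3 RNase I values by -0.098, -0.12 and -0.088. For RNase T1 1/1 U/µL the gap neither closed nor stayed after the extension. An extension puts back sequence of every kind, which keeps this explanation open. A general loss of G-containing sequence with RNase T1 is a further candidate explanation. The 148 tetramers with G in the first 3 positions differed by -0.98 on average, from -1.67 to -0.31, and CAGU, at -0.81, lay within this range. The 108 other tetramers differed by 0.32 on average. Median cluster lengths were 33 nt with RNase T1 1/1 and 54 nt with RNase I 0.05/0.05 U/µL, and these log2 values were not compared at equal length. Both explanations are hypotheses, and a difference in the sites bound was not tested.

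RNase I 0.05/0.05 and RNase T1 1/1 U/µL had the most clusters of their enzyme, and both were extracted by electroelution. The smaller of these, RNase T1 1/1 U/µL, had 1.38 times the clusters of the largest library from crushed gel. The gel extraction could therefore account for the order, but each of these 2 libraries also differs in concentration from the others of its enzyme, so that in this comparison they cannot be told apart.

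Between 6.49% and 8.05% of the cluster reads of the IGF2BP3 libraries lay outside annotated genes. Transcripts that run past the annotated end of a gene may contribute. With RNase I 0.05/0.05 U/µL, clusters outside genes lay within 5 kb downstream of a gene on the same strand 4.54 times as often as within 5 kb upstream, and in the other libraries 2.66 to 5.62 times as often. Such downstream clusters were 18.8% of 7697. Reads shared with a protein-coding transcript could also contribute, as the middle 25 nt of 57.2% of these clusters with RNase I 0.05/0.05 U/µL, and of 44.6% with RNase T1 1/1 U/µL, occurred in a protein-coding transcript. No windows were drawn for comparison, which keeps this open. No biological explanation was tested.

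Of the 25 IgG clusters, 24 overlapped a cluster of each RNase I library (96.0%, 95% Wilson interval 80.5% to 99.3%), 22 a cluster of RNase T1 1/1 U/µL and 23 a cluster of RNase T1 0.25/0.25 U/µL. The mitochondrial chromosome held 18.5% of the IgG cluster reads (14.7% to 23.1%) and 0.984% to 2.42% of those in the IGF2BP3 libraries.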
